# Genotype- and tissue-specific miRNA profiles and their targets in three alfalfa (*Medicago sativa L*) genotypes

**DOI:** 10.1186/s12864-018-5280-y

**Published:** 2018-12-31

**Authors:** Robert Pokoo, Shuchao Ren, Qingyi Wang, Christy M. Motes, Timothy D. Hernandez, Sayvan Ahmadi, Maria J. Monteros, Yun Zheng, Ramanjulu Sunkar

## Abstract

**Background:**

Alfalfa (*Medicago sativa* L.) is a forage legume with significant agricultural value worldwide. MicroRNAs (miRNAs) are key components of post-transcriptional gene regulation and essentially regulate many aspects of plant growth and development. Although miRNAs were reported in alfalfa, their expression profiles in different tissues and the discovery of novel miRNAs as well as their targets have not been described in this plant species.

**Results:**

To identify tissue-specific miRNA profiles in whole plants, shoots and roots of three different alfalfa genotypes (Altet-4, NECS-141and NF08ALF06) were used. Small RNA libraries were generated and sequenced using a high-throughput sequencing platform. Analysis of these libraries enabled identification of100 miRNA families; 21 of them belong to the highly conserved families while the remaining 79 families are conserved at the minimum between *M. sativa* and the model legume and close relative*, M. truncatula*. The profiles of the six abundantly expressed miRNA families (miR156, miR159, miR166, miR319, miR396 and miR398) were relatively similar between the whole plants, roots and shoots of these three alfalfa genotypes. In contrast, robust differences between shoots and roots for miR160 and miR408 levels were evident, and their expression was more abundant in the shoots. Additionally, 17 novel miRNAs were identified and the relative abundance of some of these differed between tissue types. Further, the generation and analysis of degradome libraries from the three alfalfa genotypes enabled confirmation of 69 genes as targets for 31 miRNA families in alfalfa.

**Conclusions:**

The miRNA profiles revealed both similarities and differences in the expression profiles between tissues within a genotype as well as between the genotypes. Among the highly conserved miRNA families, miR166 was the most abundantly expressed in almost all tissues from the three genotypes. The identification of conserved and novel miRNAs as well as their targets in different tissues of multiple genotypes increased our understanding of miRNA-mediated gene regulation in alfalfa and could provide valuable insights for practical research and plant improvement applications in alfalfa and related legume species.

## Introduction

Alfalfa (*Medicago sativa* L.) is an important forage legume species with global adaptation, high forage quality and the capacity for harvesting biomass multiple times during the growing season. Alfalfa is an autotetraploid (2n = 4x = 32), perennial outcrossing species with high levels of genetic diversity in cultivated and non-cultivated populations. Besides its use as a forage, alfalfa also has potential crop for biofuel production [1]. Alfalfa has the capacity for symbiotic nitrogen fixation and can also contribute to reduce soil erosion [2, 3].

Endogenous non-coding RNAs of approximately 21–22 nucleotides represent plant miRNAs that silence gene expression by binding to complementary sequences of its target mRNA at the post-transcriptional level. Such targeting results in mRNA cleavage and degradation or repression of translation, with the former being more prevalent in plants [4–7]. The miRNA analyses in different plant species highlight the important regulatory roles of miRNAs in multiple organs (roots, stems, leaves and flowers), differentiation and development, leaf polarity, transition from juvenile to vegetative stages and vegetative to reproductive phases, and regulation of plant responses to biotic and abiotic stresses [8–10].

Several investigations have shown that plant miRNAs can be classified into conserved and novel lineage- or species-specific miRNAs. Conserved miRNAs and their corresponding target genes are commonly found in all or most angiosperms, with some also being described in gymnosperms as well as primitive land plants such as ferns [11, 12]. However, miRNA analysis in several legumes including *M. truncatula*, soybean (*Glycine max* L), chickpea (*Cicer arietinum* L.), common bean (*Phaseolus vulgaris*), and *Lotus japonicus* indicate the presence of miRNAs that seem to be specific to certain legumes and there could have important gene regulatory roles [13–19]. Although recent attempts were made to report miRNAs from alfalfa (*M. sativa*) [20–22], these do not include the discovery of novel miRNAs, and most importantly, the miRNA target genes have not been confirmed in this legume species. Understanding miRNAs and their target gene regulation in various tissues can provide further insights into the miRNA target networks operating in a tissue-specific manner in alfalfa.

In order to identify conserved miRNAs as well as novel miRNAs from alfalfa, we constructed and sequenced small RNA libraries from whole clonally propagated plants, roots and shoots of three alfalfa genotypes (Altet-4, NECS-141 and NF08ALF06). The sequenced reads were mapped to known miRNAs in *M. truncatula*, deposited in the miRBase to identify and annotate the miRNAs in alfalfa. Degradome libraries were constructed and sequenced from these three genotypes to characterize the miRNA gene targets.

## Materials and methods

### Plant materials and growth conditions

Three alfalfa genotypes NECS-141, Altet-4 and NF08ALF06 were evaluated in this study. NECS-141 is the genotype being used to sequence the tetraploid alfalfa genome [23]. Altet-4 is an aluminum tolerant genotype used to develop a mapping population [24]. NF08ALF06 is a commercial breeding line with good agronomic performance (Forage Genetics International). The three alfalfa genotypes (NECS-141, Altet-4 and NF08ALF06) were clonally propagated and grown in tissue culture. After 13 d of growth in rooting media, these were transferred to medium at pH 7 for 96 h as previously described [25]. The rooting media contains 0.55 g/L Murashige & Skoog Basal Medium with Vitamins (PhytoTechnology #M519), 1 ml Plant Preservative Mixture, PPM (PhytoTechnology), adjust the pH to 5.8, and add 12 g/L Gelzan. The plants were placed in a Conviron growth chamber (24 °C, 18 h /6 h day/night cycle, 100 μmol light intensity) for root development and growth. An additional 20 clonally propagated plants of these genotypes were grown in a Conviron growth chamber as previously described and used to evaluate the tissue-specific expression of the miRNAs. Tissue samples were harvested and immediately flash frozen in liquid nitrogen and stored at − 80 °C.

### Small RNA library construction and sequencing

Total RNA was isolated from the whole plants, roots and shoots of three alfalfa genotypes using TRIzol ® Reagent (Invitrogen), according to the manufacturer’s instructions. The quality of total RNA was monitored on 1% agarose gel and their concentrations were measured using Nanodrop spectrophotometer. Small RNA libraries were generated as described previously [26] by following the protocol described for the Illumina Truseq® Small RNA Preparation kit (Illumina, San Diego, USA). Briefly, 1 μg total RNA per sample was ligated sequentially with 5′ and 3’ RNA adaptors. The ligated products were converted into cDNAs and then amplified using PCR. The amplified products were sequenced using an Illumina Hiseq® Analyzer.

### Identification of conserved and novel miRNAs

The raw sequencing reads were processed as follows: adaptor sequences were trimmed off from the raw reads to obtain small RNAs. These reads were then mapped to ribosomal RNA (rRNA), transfer RNA (tRNA), small nuclear RNAs (snRNA), and the aligned and mapped reads were not used for further analysis. The remaining reads were aligned to miRBase v 20 [27] to identify miRNAs in *M. sativa*. The reads with 100% sequence identity were designated as conserved miRNA homologs. To identify novel miRNAs, the presence of the miRNA-star (miRNA*) sequences coupled with the predictable hairpin-like structure for the precursor sequences were used.

### Degradome library construction and analyses

Degradome libraries from the alfalfa genotypes NECS-141, Altet-4 and NF08ALF06 were constructed as previously described to identify potential target mRNAs [28]. Briefly, the cleaved 5′ monophosphate containing polyadenylated mRNA fragments were ligated to an RNA oligo-nucleotide adapter containing *MmeI* recognition site at its 3′ end. The ligated products were converted into cDNA using reverse transcriptase and the product was amplified using only 5 PCR cycles. The PCR product was eluted, digested with *MmeI* restriction enzyme and then ligated to a double-stranded DNA adapter. The ligated product was again purified and amplified using 15 cycles of PCR. The final PCR product was sequenced. The reads were processed for quality and then aligned to the transcriptome assembly of *M. truncatula* to identify potential miRNA targets using the SeqTar pipeline [29].

## Results and discussion

### The analyses of small RNA libraries

High-throughput sequencing has been used to identify miRNAs and their target mRNAs in plants [15, 30, 31]. 

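Small RNAs were sequenced from whole plants and roots of 3 clonally propagated alfalfa genotypes, Altet-4, NECS-141 and NF08ALF06, and from shoots of Altet-4 and NECS-141. The authors deposited, for each library, every distinct sequence with the number of times it was read, after the adapters and low-quality reads had been removed. These values are read counts without normalization, and reads of rRNA, tRNA and snRNA are still among them. A single library represented each tissue of a genotype, so the genotypes served as replicates of a tissue, with n = 3 for whole plants and roots and n = 2 for shoots. The whole plant libraries held 11645217 to 15733102 reads with a median of 12008892, the root libraries 14377336 to 33335201 with a median of 14378859, and the shoot libraries 34441313 and 42196888. The level of a miRNA family was the number of reads identical to any of its listed mature sequences, expressed as RPTM of the library total. A list of 117 mature sequences of 44 families was written before the data were examined, without a copy of miRBase. Of these, 24 families with widely conserved sequences were used as listed. A further 7 families were used because their level was within 2-fold of Table 2 in the whole plants of all 3 genotypes, and 13 others that missed this limit were not used here. Confidence intervals are 95% Wilson intervals of a share of reads, and a count of 0 was taken to allow 3 reads, which is 0.711 to 2.58 RPTM depending on the library. Because the reads carry no molecular identifiers, these intervals and limits cover counting error only.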

To catalogue conserved and novel miRNAs in alfalfa, a total of eight small RNA libraries from the whole plants, roots and shoots of Altet-4, NECS-141 and NF08ALF06 genotypes were constructed and sequenced. After removal of the adapter sequences and low-quality reads, the total reads ranging between 11 to 42 million, and unique reads ranging between 1.8 to 8.5 million reads from these nine libraries were obtained (Table 1). However, the quality of the small RNA library generated from the shoots of NF08ALF06 did not meet the threshold criteria, therefore only NECS-141 and Altet-4 were used for the miRNA analyses of shoot tissues.

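The number of distinct sequences was lowest in the roots of Altet-4 (1860736) and highest in the shoots of the same genotype (8564218). Sequences that were read a single time made up 52.9% of the distinct sequences in the shoots of NECS-141 and 83.1% in the whole plants of NECS-141, which were the extremes of the 8 libraries. Reads of 18 to 26 nt accounted for 63.1% of all reads in the whole plants of NF08ALF06 and for 93.7% in the shoots of NECS-141, and the remaining reads were up to 46 nt long.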

**Table 1:** The mapping of total and unique reads obtained from different small RNA libraries

	Altet-4 whole plants		NECS-141 whole plants		NF08ALF06 whole plants		Altet-4 Roots		NECS-141 Roots		NF08ALF06 Roots		Altet-4 Shoots		NCES-141 Shoots	
	Total reads	Unique reads	Total reads	Unique reads	Total reads	Unique reads	Total reads	Unique reads	Total reads	Unique reads	Total reads	Unique reads	Total reads	Unique reads	Total reads	Unique reads
cdna	6,858,719	336,266	6,197,308	430,819	8,142,985	493,929	9,352,477	276,276	19,665,339	732,738	8,930,063	352,167	17,117,689	909,491	10,943,411	669,572
ncRNAs	6,810,937	261,134	5,666,067	213,396	7,722,727	284,785	9,633,993	271,496	18,454,661	272,596	8,834,028	237,827	14,718,199	289,087	7,855,629	128,514
pre-miRBase	567,518	3182	943,976	3888	1,162,233	4005	147,326	2409	1,102,879	5780	426,327	3213	2,520,492	7051	3,840,771	6449
repeats	5,451,840	162,552	4,218,992	148,297	5,756,349	183,418	8,267,063	158,310	15,744,403	180,030	7,536,403	146,043	10,855,687	192,377	3,798,312	104,708
genome	8,951,430	1,142,594	9,878,838	2,398,705	11,387,413	2,053,582	11,557,742	784,140	29,143,549	5,078,322	11,588,832	1,488,546	28,744,231	5,246,027	29,192,098	5,834,731
total	12,008,892	2,343,120	11,645,217	3,348,188	15,733,102	3,739,163	14,377,336	1,860,736	33,335,201	6,947,622	14,378,859	2,708,737	42,196,888	8,564,218	34,441,313	7,748,996

Quantification of miRNA abundances between the genotypes and tissues was preceded by normalizing the expression levels of miRNA families to reads per ten million (RPTM). The normalized miRNA family read frequencies ranged between 1 to 552,267 RPTM for the whole plants, between 1 to 134,679 RPTM for the root samples, and 1 to 165,310 RPTM for the shoot samples (Table 2). 

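Among the families counted here, the highest level in whole plants was that of miR166-3p in NECS-141 (621536 RPTM, interval 620151 to 622924). With identical reads, the highest level in roots was also that of miR166-3p in NECS-141 (213779 RPTM, interval 213289 to 214271), and in shoots it was that of miR2118 in NECS-141 (162243 RPTM, interval 161822 to 162666). With reads that share the first 18 nt, miR166-3p in roots was highest in NF08ALF06 (221319 RPTM against 218827 RPTM in NECS-141), as it was per 10000000 reads of 18 to 26 nt (289080 against 263776). Without the listed miR166-3p sequence that starts 2 nt upstream, an alternative chosen after the data were seen, it was also highest in NF08ALF06 (123163 RPTM against 105558 RPTM). At the low end, no read was found for miR169-5p in whole plants of Altet-4 and NF08ALF06, for miR395-3p in whole plants of Altet-4 and shoots of NECS-141, for miR398a-5p in roots of Altet-4, and for miR4414-5p in roots of NF08ALF06. When reads of 19 to 24 nt that share the first 18 nt with a listed sequence were counted in place of identical reads, the level that moved most was that of miR395-3p in shoots, whose mean was 0.592 RPTM with identical reads and 36.0 RPTM with the shared 18 nt.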

The range of miRNA read frequencies varied slightly between the three genotypes. 

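The mean level of miR169-5p was 1.14 ± 1.98 RPTM (SD, n = 3) in whole plants, 1.76 ± 1.85 RPTM (SD, n = 3) in roots and 4.04 ± 1.68 RPTM (SD, n = 2) in shoots. For miR395-3p, the mean was 1.21 ± 1.05 RPTM (SD, n = 3) in whole plants and 1.76 ± 0.350 RPTM (SD, n = 3) in roots. These levels of miR169-5p and miR395-3p rest on 0 to 18 reads per library. They are the levels of the listed sequences, and whether the list holds all members of the families miR169-5p, miR393-5p and miR395-3p was not settled. The mean level of miR393-5p was 88.7 ± 46.3 RPTM (SD, n = 3) in whole plants, 23.9 ± 11.0 RPTM (SD, n = 3) in roots and 378 ± 238 RPTM (SD, n = 2) in shoots. With reads that share the first 18 nt, the mean level of miR393-5p in whole plants was 322 RPTM. The same setting gave miR395-3p means of 18.7 RPTM in whole plants and 10.2 RPTM in roots. For miR169-5p, it gave 7.94, 8.08 and 7.40 RPTM in whole plants, roots and shoots, respectively.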

As expected, the most conserved miRNAs appeared to be the most abundantly expressed in all tissues and genotypes, with the exception of miR169, miR393, miR395 and miR172 which exhibited low abundances. Specifically, miR172 levels in roots and shoots of the three genotypes were extremely low and in most cases was below 20 RPTM (Table 2). 

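In roots, miR172-3p was read 5 times in Altet-4 (3.48 RPTM, interval 1.49 to 8.14), 100 times in NECS-141 (30.0 RPTM, interval 24.7 to 36.5) and 28 times in NF08ALF06 (19.5 RPTM, interval 13.5 to 28.1). In shoots, the level of miR172-3p was 60.7 RPTM in Altet-4 (interval 53.7 to 68.6) and 190.2 RPTM in NECS-141 (interval 176.2 to 205.3). The mean of the whole plants was 157.9 ± 96.4 RPTM (SD, n = 3). Both shoot libraries were above the 3 root libraries, a log2 difference of 2.94 in RPTM with an offset of 1 (two-sided exact permutation test, p = 0.1, the smallest p that 2 libraries against 3 allow).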

The miRNA families with the lowest expression levels, and in some cases as low as 1 RPTM, were largely represented by the non-conserved miRNAs or miRNAs that have been reported exclusively from *M. truncatula* (miRBase) that include miR2601, miR2674, miR5207, miR5241, miR5243, miR5244, miR5255, miR5257, miR5269, miR5282, miR5289, miR5294, miR5296, miR5299, miR5561, miR5744, and miR7701 (Table 2). miR5207 is the only miRNA that was also reported from *Gossypium raimondii* (miRBase). The majority of the miRNA families identified are 21 nt long, although some cases including miR2601 and miR2603 were represented by 22 nucleotides. 

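The most-read listed sequence was 21 nt long in 24 of the 31 families counted here, 22 nt long in 5 families and 20 nt long in 2 families. Over all reads, those of 21 nt made up 15.5%, 15.4% and 20.3% of the whole plant libraries of Altet-4, NECS-141 and NF08ALF06, and 9.88%, 13.2% and 14.3% of the root libraries in the same order. In shoots, the share of 21 nt reads was 25.6% in Altet-4 and 23.5% in NECS-141. Reads of 24 nt made up 12.1% to 23.2% of the whole plant libraries, 9.06% to 24.9% of the root libraries, and 24.3% and 41.1% of the shoot libraries of Altet-4 and NECS-141. The share of 21 nt reads was 4.64 percentage points higher in whole plants than in roots, and every whole plant library was above every root library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Among distinct sequences this difference was 0.229 percentage points, within the spread between genotypes. The share of 24 nt reads differed by 0.555 percentage points between whole plants and roots (p = 0.9 in the same exact test), less than the spread between genotypes. By distinct sequences, 24 nt was the most frequent length in all 8 libraries.

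**Figure D1:**
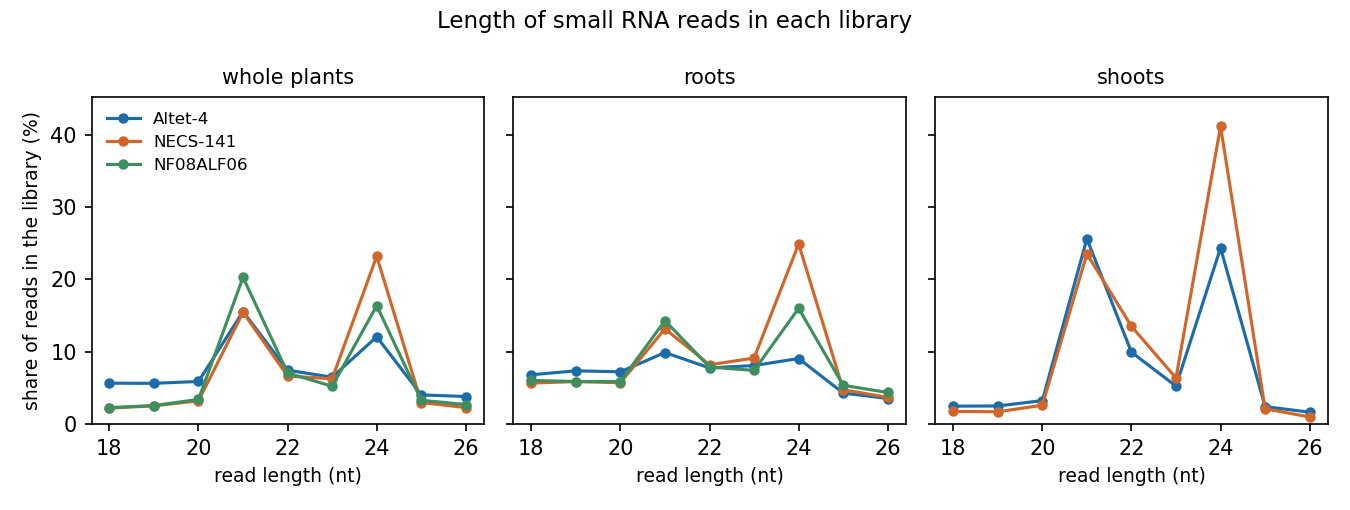
Share of the reads in a library (%) by read length (18 to 26 nt) in whole plants, roots and shoots, with a line per genotype. The curves peak at 21 and 24 nt, and the peak at 24 nt is highest in NECS-141 in each tissue.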

Further, a total of 23 miRNA families included between miR5267 to miR5299 were 24 nt long. The fact that these small RNAs were initially identified in *M. truncatula* (miRBase), and could be identified in several independent small RNA libraries from three different alfalfa genotypes (Table 2), suggests that these sequences and their associated processing are conserved between alfalfa and its close relative *M. truncatula*. However, their extremely low abundances coupled with their longer read lengths could also indicate that these may be 24-nt long siRNAs. Additional studies are needed to assess the precise nature of these small RNAs, i.e., miRNAs or siRNAs.

**Table 2:** Identified miRNA families and their frequencies (reads per ten million [RPTM]) in whole plants, roots and shoots of three alfalfa genotypes (miRNA-stars were marked in bold)

	Whole plants			Roots			Shoots	
	Altet-4	NECS-141	NF08ALF06	Altet-4	NECS-141	NF08ALF06	Altet-4	NECS-141
miR156-5p	4712	7243	6436	1001	3466	3145	19,808	47,306
**miR156-3p**	3262	4012	2992	545	755	548	4634	6420
miR159-3p	6315	11,050	8484	3910	23,465	10,549	61,929	103,370
miR160-5p	225	417	351	20	277	113	3505	8706
miR162-3p	140	229	292	194	454	361	533	517
miR164-5p	108	275	306	6	77	57	48	431
miR166-3p	336,905	552,267	534,054	34,634	111,596	134,679	101,118	131,196
**miR166-5p**	544	960	614	228	508	438	800	1216
miR167-5p	218	470	722	107	240	357	699	1389
**miR167-3p**	2	1	0	0	0	0	0	0
miR168-5p	1121	1980	1691	735	2960	1317	3460	5049
**miR168-3p**	672	691	768	182	443	194	5550	5638
miR169-5p	19	34	35	47	55	35	46	59
**miR169-3p**	7	12	5	6	18	7	2	2
miR171-3p	51	120	232	44	238	316	60	85
**miR171e-5p**	26	39	44	22	37	42	7	6
miR172-3p	62	138	240	0	1	1	2	3
**miR172-5p**	3	8	20	1	1	2	2	2
miR319-3p	1631	3689	2101	1607	6281	3323	4330	10,864
**miR319-5p**	46	72	74	3	20	14	129	559
miR390-5p	95	410	318	86	656	234	121	382
miR393-5p	11	24	34	4	8	10	22	45
miR395-3p	3	8	7	12	13	7	2	0
miR396-5p	12,185	21,926	22,411	2835	14,549	8121	39,236	58,336
**miR396-3p**	250	437	437	76	312	188	323	356
miR397-5p	57	28	15	37	16	11	94	61
**miR398a-5p**	19	16	25	0	2	1	4	3
miR398-3p	3814	3223	2272	2101	4086	3176	35,538	26,478
miR399-3p	17	11	11	25	26	13	62	43
miR408-3p	2656	1301	1096	977	737	570	6380	2866
**miR408-5p**	17	7	12	12	14	8	55	35
miR482-3p	28	27	49	18	19	45	41	105
**miR482-5p**	7	10	10	11	19	13	9	12
miR530-5p	2	7	8	0	1	1	2	4
miR1507–3	963	1789	1701	881	1596	1230	1778	3349
miR1510-5p	1959	4278	3520	523	3505	1429	12,496	34,705
**miR1510-3p**	96	151	167	52	118	63	256	617
miR2111	47	20	10	44	15	42	278	22
miR2118	5607	11,948	16,134	106	610	307	79,977	165,310
miR2199	95	15	42	21	18	30	156	13
miR2585	57	7	74	28	1	22	239	10
miR2587	0	6	9	0	10	10	13	28
miR2590	15	41	42	23	55	25	109	177
miR2592	393	1350	395	119	1612	268	1224	1742
miR2601-5p	0	0	0	0	0	0	1	1
miR2603-5p	0	8	1	1	1	1	5	24
miR2629-5p	2	5	4	1	3	7	2	5
miR2632-5p	0	1	0	0	0	0	1	18
miR2634-3p	5	3	7	6	4	15	9	6
miR2643-3p	1502	2689	2106	382	1462	948	9682	24,971
miR2651-3p	27	52	22	4	21	7	40	49
miR2661-5p	3	4	5	2	4	5	13	9
miR2666-3p	0	21	0	0	14	0	0	29
miR2674-3p	0	0	1	0	0	0	0	0
miR2678-3p	2	6	4	0	4	4	4	12
miR4414-3p	2	4	4	0	1	1	3	7
miR4414-5p	1	3	4	1	1	0	5	7
miR5037-5p	4	3	13	3	8	24	2	4
miR5204-3p	4	10	6	3	28	17	6	10
miR5205-5p	7	22	14	0	6	6	15	6
miR5207-5p	0	0	0	0	0	1	0	1
miR5208-3p	2	1	1	0	0	0	1	1
miR5208d-5p	0	0	1	0	1	0	1	1
miR5211-5p	432	85	23	559	71	41	292	59
miR5213-5p	801	836	887	181	891	829	1397	1379
miR5214-3p	63	155	153	97	414	452	153	201
miR5225-5p	4	2	8	3	1	8	1	1
miR5230-5p	1	2	1	0	1	0	6	1
miR5231-5p	10	7	7	3	11	1	43	69
miR5232-5p	67	253	419	56	503	417	602	3964
miR5237-3p	2	2	0	0	2	1	6	4
miR5238-5p	2	0	2	1	2	1	0	0
miR5239-5p	347	269	430	16	52	72	622	773
miR5241-3p	0	0	0	0	0	0	0	1
miR5243-3p	0	0	0	0	0	0	0	1
miR5244-3p	0	1	1	0	0	0	0	1
miR5248-5p	0	2	1	0	2	1	0	3
miR5255-3p	0	1	1	0	0	0	0	1
miR5257-5p	1	0	0	0	0	0	0	0
miR5261-3p	76	89	93	22	302	127	283	227
miR5266-5p	0	0	0	4	2	3	0	1
miR5267-5p	1	3	1	0	1	1	0	2
miR5269-3p	0	1	1	1	0	0	0	0
miR5271-5p	1	1	1	1	2	2	1	1
miR5272-5p	17	22	12	12	34	21	18	18
miR5273-3p	1	3	1	1	3	1	4	2
miR5277-3p	60	108	62	75	99	48	16	20
miR5279-5p	3	19	13	1	16	8	8	7
miR5281-3p	29	47	29	35	69	18	141	150
miR5282-3p	0	0	0	0	0	0	1	0
miR5284-3p	20	52	50	4	14	17	10	23
miR5285-5p	0	0	1	1	1	0	2	3
miR5286-3p	2	0	2	1	3	2	3	2
miR5287-3p	6	10	14	8	9	4	17	19
miR5289-3p	0	1	0	1	0	0	0	0
miR5290-3p	0	5	1	1	2	1	2	6
miR5291-3p	0	1	1	0	3	1	0	1
miR5292-3p	16	35	21	6	34	21	53	82
miR5294-3p	0	0	1	0	0	0	0	0
miR5295-3p	9	29	13	3	15	9	7	6
miR5296-3p	1	0	0	0	0	0	0	0
miR5297-3p	0	1	2	1	0	1	1	1
miR5298-3p	4	4	1	4	0	1	3	15
miR5299-3p	0	1	0	0	1	1	0	0
miR5558-5p	539	1938	1820	220	415	412	1103	1276
miR5559-5p	7	3	0	0	0	0	8	5
miR5561-3p	5	14	18	0	5	5	4	5
miR5561-5p	0	0	0	1	0	0	0	0
miR5743-5p	19	113	6	0	1	1	70	398
miR5744-5p	0	0	0	0	0	1	0	0
miR5745-3p	28	39	41	69	144	171	126	113
miR5752-3p	0	4	0	0	1	0	8	11
miR5754-5p	0	6	19	0	1	3	2	41
**miR7696-5p**	0	1	1	0	1	0	0	1
miR7696-3p	174	95	253	40	138	184	1173	255
miR7701-3p	0	1	0	0	0	0	0	0

### MicroRNA profiles in alfalfa plants, roots and shoots

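Of the 31 families counted here, all had reads in at least 1 library, and 80 of their 97 listed sequences were read. To see how many reads of a miRNA can be expected in a library of another organism, 10 miRNAs of animals and of other plants that legumes are not known to make were searched for in the same libraries. For 5 of these 10 miRNAs a read was found, and 2 of the 80 values were above 1 RPTM. The highest was 11.6 RPTM of the Arabidopsis miRNA miR158a in the shoots of NECS-141 (40 reads), and without miR158a the highest level was 2.58 RPTM from 3 reads.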

A total of 100 known miRNA families were identified from the small RNA libraries of the three alfalfa genotypes (Table 2). Of these, 21 families were represented by the highly conserved miRNAs, whereas the remaining 79 families could be considered as *Medicago*-specific miRNA families. The identification of these 79 miRNA families in alfalfa was based on their expression in *M. truncatula* (miRbase), therefore, these are conserved at least between *M. truncatula* and alfalfa.

Among the highly conserved miRNA families, miR166 was the most highly expressed family in seven of the eight samples that were surveyed in this study. 

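Besides NECS-141, the level of miR166-3p in whole plants was 366340 RPTM in Altet-4 (interval 365279 to 367404) and 572201 RPTM in NF08ALF06 (interval 571054 to 573349). In roots it was 53977 RPTM in Altet-4 and 211230 RPTM in NF08ALF06, and in shoots it was 106888 RPTM in Altet-4. Averaged over the genotypes, miR166-3p reached 520026 ± 135362 RPTM (SD, n = 3) in whole plants, 159662 ± 91535 RPTM (SD, n = 3) in roots and 125026 ± 25652 RPTM (SD, n = 2) in shoots. The number of libraries in which miR166-3p ranked first was 7 with identical reads, and also 7 with reads that share the first 18 nt.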

The only exception to this trend was observed in the shoots of NECS-141 in which the miR2118 family was the most abundant followed by the miR166 family. 

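In the shoots of NECS-141, miR166-3p reached 143165 RPTM (interval 142769 to 143563), below miR2118 by more than the sampling noise. In the shoots of Altet-4 the order was the opposite, with miR2118 at 78626 RPTM (interval 78359 to 78892). With 1 library per genotype, whether this change of order between the genotypes exceeds the spread between libraries could not be tested.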

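Among the 27 families that are not miRNA-star sequences, miR396-5p ranked 2 in the whole plants of all 3 genotypes, with 10899 RPTM in Altet-4, 20574 RPTM in NECS-141 and 20948 RPTM in NF08ALF06. In the same libraries miR2118 ranked 3, with 5356, 11686 and 15639 RPTM, respectively. When reads that share the first 18 nt were counted, miR159-3p and miR156-5p both moved above miR2118 in the whole plants of Altet-4, where miR2118 then ranked 5. In roots, miR159-3p ranked 2 with 3002 RPTM in Altet-4, 21272 RPTM in NECS-141 and 9111 RPTM in NF08ALF06, and miR396-5p ranked 3 with 2231, 13543 and 6896 RPTM, respectively.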

The miRNA families, miR396 and miR2118 represents the second and third most abundantly expressed in the whole plants, while miR159 and miR396 were the second and third most highly expressed miRNAs in roots. 

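The mean level of miR398-3p in whole plants was 1987 ± 476 RPTM (SD, n = 3), and those of miR408-3p, miR319-3p and miR168-5p were 2076 ± 1097 RPTM, 1944 ± 762 RPTM and 1517 ± 452 RPTM, respectively (SD, n = 3 each). In the same tissue, the mean level of miR160-5p was 325 ± 97.1 RPTM (SD, n = 3), that of miR171-3p was 367 ± 132 RPTM (SD, n = 3) and that of miR397-5p was 26.3 ± 13.0 RPTM (SD, n = 3). The difference between miR160-5p and miR171-3p in whole plants was thus smaller than the spread between genotypes.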

Several additional miRNA families including miR398, miR160, miR168, miR319, miR408, miR1510 and miR2643 were also highly expressed but miR169, miR171, miR393, miR397 and miR395 were expressed at relatively very low levels (Table 2). On the other hand, miR159, miR156, miR319, miR398 miR1507 and miR1510 were highly expressed but miR164, miR169, miR172, miR393, miR397, miR399 and miR482 were expressed at very low levels in roots of these genotypes. 

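In roots, the mean level was 2490 ± 1314 RPTM for miR156-5p, 2305 ± 1562 RPTM for miR319-3p and 2921 ± 964 RPTM for miR398-3p (SD, n = 3 each). Lower means were found in the same libraries for miR164-5p (44.9 ± 35.7 RPTM, SD, n = 3), miR397-5p (18.1 ± 11.9 RPTM, SD, n = 3) and miR399-3p (19.9 ± 5.90 RPTM, SD, n = 3). The lowest level of miR164-5p in roots was that of Altet-4, with 7 reads (4.87 RPTM, interval 2.36 to 10.1).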

Interestingly, miR160 was not sequenced from the roots of three alfalfa genotypes.

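Exact reads of miR160-5p were found in the roots of all 3 genotypes. The level was 17.4 RPTM in Altet-4 (25 reads, interval 11.8 to 25.7), 272 RPTM in NECS-141 (908 reads, interval 255 to 291) and 109.9 RPTM in NF08ALF06 (interval 94.0 to 128.4). These levels are all above the limit that a count of 0 allows in the same libraries.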

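In shoots, the mean level was 33442 ± 19553 RPTM for miR156-5p, 81952 ± 29260 RPTM for miR159-3p and 47794 ± 13298 RPTM for miR396-5p (SD, n = 2 each). For miR168-5p, the mean was 1506 ± 1137 RPTM in roots (SD, n = 3) and 4157 ± 1121 RPTM in shoots (SD, n = 2). In whole plants, the mean was 6031 ± 1311 RPTM for miR156-5p and 7752 ± 2401 RPTM for miR159-3p (SD, n = 3 each). The roots of Altet-4 had the lowest level of miR156-5p, miR159-3p, miR319-3p and miR396-5p among the 8 libraries.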

Overall, the conserved miRNA families such as the miR156, miR159, miR166, miR168, miR319, miR396, miR398 and miR408 were more highly expressed in the plants, roots and shoots of all three alfalfa genotypes. 

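The mean level of miR2643-3p was 2077 ± 587 RPTM in whole plants (SD, n = 3), 927 ± 538 RPTM in roots (SD, n = 3) and 17226 ± 10793 RPTM in shoots (SD, n = 2). For miR5213-5p, it was 742 ± 41.5 RPTM in whole plants (SD, n = 3), 514 ± 364 RPTM in roots (SD, n = 3) and 1162 ± 174 RPTM in shoots (SD, n = 2). The level of miR5232-5p was 65.0 RPTM in whole plants and 39.6 RPTM in roots of Altet-4, and ranged from 212 to 414 RPTM in whole plants and roots of the other genotypes. In shoots, it was 576 RPTM in Altet-4 and 3438 RPTM in NECS-141. These 3 families are among those whose listed sequences were accepted on their level in whole plants, so only their root and shoot levels are independent of Table 2.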

Among the legume-specific families, miR1507, miR1510, miR2118, miR2592, miR2643, miR5213, miR5232, miR5558 and miR7696 (Table 2) were also abundant in all tissues of alfalfa genotypes. Conversely, some conserved miRNA families represented by miR169 and miR393 recorded very low abundances in all samples. 

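The 2 shoot and 3 root libraries were compared sequence by sequence with edgeR's quasi-likelihood test, after TMM normalization and with Benjamini-Hochberg adjustment. Each sequence of 18 to 26 nt with at least 10 reads in at least 2 of the 5 libraries was tested, and the reads of a listed family were summed. Of 166892 sequences tested, 51742 had an adjusted p under 0.05, of which 31328 were higher and 20414 lower in shoots. With the genotype as a block, the balance was the opposite, with 21927 higher and 28376 lower. The block fit has almost as many coefficients as libraries, so its p-values rest largely on the dispersion shared across sequences. Without the roots of Altet-4 or without those of NECS-141, 0 sequences passed, although 58439 and 68033 sequences, respectively, had an unadjusted p under 0.05. Of 29 listed families tested, 7 passed the threshold, all higher in shoots, and 6 passed when adjusted over the list alone, whereas 13 passed with the genotype as a block. For miR160-5p, the mean level was 133 ± 129 RPTM in roots (SD, n = 3) and 6078 ± 3653 RPTM in shoots (SD, n = 2). Its log2 fold change in edgeR was 5.32 (standard error 1.21, adjusted p = 0.0185), and over the alternatives the adjusted p ranged from 9.53e-09 to 0.0620, the latter without the roots of Altet-4. For miR167-5p, the mean was 193 ± 98.9 RPTM in roots (SD, n = 3) and 1042 ± 446 RPTM in shoots (SD, n = 2), with a log2 fold change of 2.11 in edgeR (standard error 0.94, adjusted p = 0.116). The mean of miR408-3p was 798 ± 209 RPTM in roots (SD, n = 3) and 5189 ± 2714 RPTM in shoots (SD, n = 2), with a log2 fold change of 2.30 in edgeR (standard error 1.01, adjusted p = 0.112). With the genotype as a block in edgeR, the adjusted p was 0.0182 for miR167-5p and 0.0227 for miR408-3p. Over all alternatives, the adjusted p from edgeR or DESeq2 ranged from 0.0182 to 0.292 for miR167-5p and from 0.0222 to 0.343 for miR408-3p. Both shoot libraries were above all 3 root libraries for each of miR160-5p, miR167-5p and miR408-3p, with log2 differences in RPTM of 6.06, 2.52 and 2.63 (two-sided exact permutation test, p = 0.1 each, the smallest p possible). The same separation was seen in 22 of 31 families, where chance gives 20% in either direction, and the reverse was seen in miR395-3p alone. That of miR395-3p rests on 5 and 0 reads in shoots, and with reads that share the first 18 nt both shoot libraries were above all root libraries (log2 difference 1.58). Over the list, 0 families passed the exact permutation test at an adjusted p under 0.05, and 15 had the smallest possible p before adjustment. The median log2 fold change over all sequences tested was 0.66 with TMM and 0.91 with the library total, and the median log2 difference in RPTM over the 31 families was 1.80. The log2 differences of miR160-5p and miR408-3p exceeded the latter by more than their pooled SD (1.70 and 0.56), whereas that of miR167-5p did not (0.82). In edgeR, the fold changes of miR167-5p and miR408-3p were less than 2 standard errors above the median of 0.66.

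**Figure D2:**
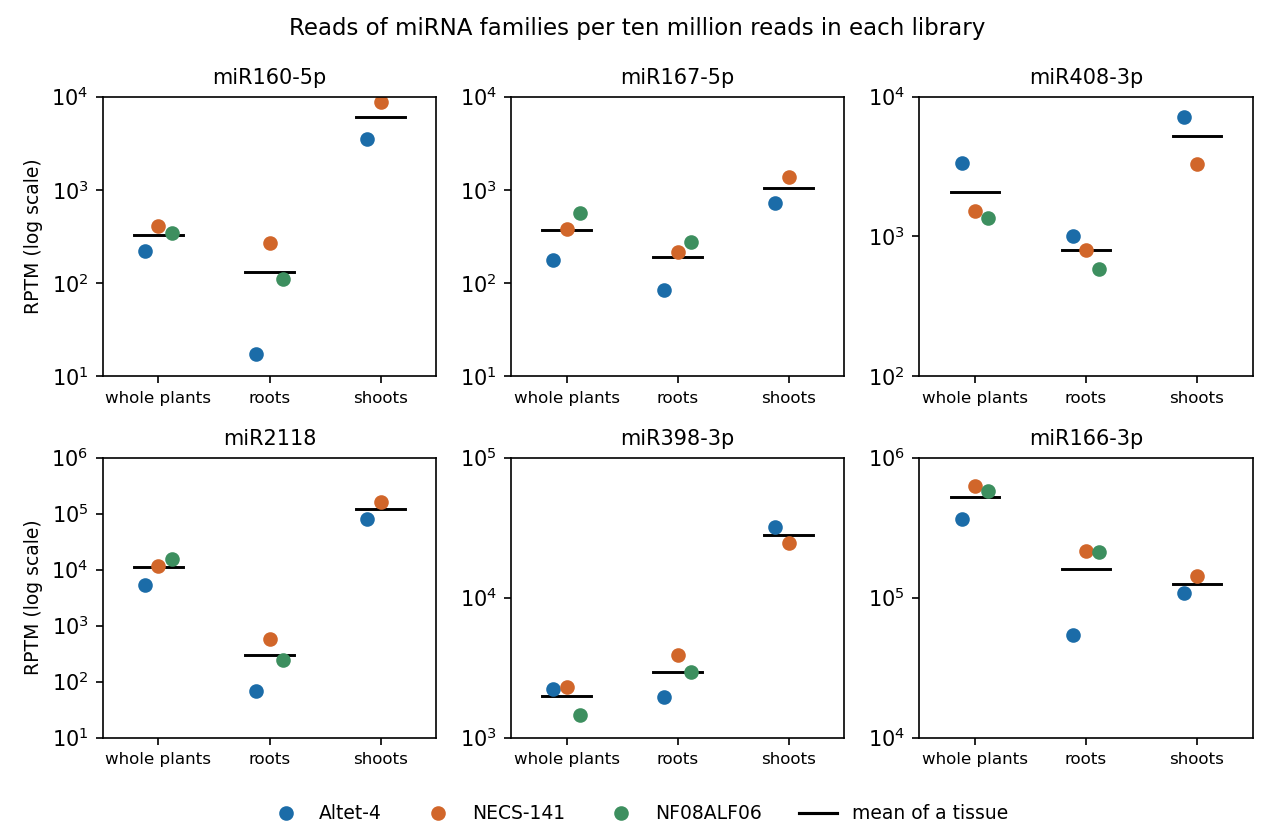
Level (RPTM, log scale) of 6 miRNA families by tissue, with a point per genotype and a bar at the mean of the tissue. In miR160-5p, miR167-5p, miR408-3p, miR2118 and miR398-3p both shoot libraries lie above the 3 root libraries, and in miR166-3p they lie between the root libraries.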

Other notable differences between roots and shoots include relatively low expression levels of miR160, miR167, and miR408 in roots compared to the shoots of alfalfa genotypes (Table 2).

Several miRNA families including miR482, miR1507, miR2118, miR4416 are conserved in *M. truncatula*, soybean, chickpea (miRBase). These miRNA families are known to regulate NBS-LRR genes that are involved in pathogen resistance. The miRNA-guided cleavage on the NBS-LRR genes initiates the generation of phasiRNAs [16, 18, 32]. In alfalfa, miR482, miR1507 and miR2118 were detected in all three tissues (Table 2), but not miR4416. Both miR2118 and miR1507 families were more abundantly expressed in all tissues and genotypes compared with miR482 family. Remarkably, miR2118 was the top most highly expressed miRNA family in shoots of NECS-141. By contrast, miR2118 levels were very low in roots of three alfalfa genotypes. On the other hand, miR1507 family displayed approximately similar levels in three tissues of alfalfa genotypes.

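In roots, miR2118 was read 98 times in Altet-4 (68.2 RPTM, interval 55.9 to 83.1), 1898 times in NECS-141 (569 RPTM, interval 544 to 596) and 355 times in NF08ALF06 (247 RPTM, interval 223 to 274). The mean in roots was 295 ± 254 RPTM (SD, n = 3), against 10894 ± 5187 RPTM in whole plants (SD, n = 3) and 120434 ± 59127 RPTM in shoots (SD, n = 2). Between shoots and roots, miR2118 had the largest log2 fold change of the families tested in edgeR (8.46, standard error 1.45, adjusted p = 0.0185), with both shoot libraries above all root libraries. Its adjusted p in edgeR or DESeq2 ranged from 1.34e-27 with the genotype as a block to 0.0620 without the roots of Altet-4. The former is not a measure of replication, because the block fit has almost as many coefficients as libraries.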

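The mean level of miR1507-3p was 1287 ± 504 RPTM in whole plants (SD, n = 3), 1179 ± 362 RPTM in roots (SD, n = 3) and 2470 ± 1091 RPTM in shoots (SD, n = 2). The difference between whole plants and roots was smaller than the spread between genotypes. Shoots and roots of miR1507-3p differed by a log2 fold change of 0.69 in edgeR (standard error 0.92, adjusted p = 0.650), which is close to the median of all sequences. Both shoot libraries were above all root libraries, with a log2 difference in RPTM of 1.04 (pooled SD 0.53, two-sided exact permutation test, p = 0.2). This difference was below the median of 1.80 over the 31 families. In Altet-4 the level was 1699 RPTM in shoots and 821 RPTM in roots, and in NECS-141 it was 3241 RPTM in shoots and 1546 RPTM in roots.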

The miRNA-star sequences corresponding to the 12 of the 21 highly conserved miRNA families were also recovered from almost all libraries (Table 2). Additionally, miRNA-stars for the miR1510, miR4414, miR5208, and miR7696 were also detected. Furthermore, the miRNA-star expression levels for miR156, miR166 and miR168 were very high (Table 2). 

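The mean level of the star sequence miR166-5p was 691 ± 221 RPTM in whole plants (SD, n = 3), 362 ± 145 RPTM in roots (SD, n = 3) and 986 ± 296 RPTM in shoots (SD, n = 2). As a share of the reads of miR166-5p and miR166-3p together, the star ranged from 0.105% in whole plants of NF08ALF06 (interval 0.0987% to 0.112%) to 0.828% in shoots of NECS-141 (interval 0.803% to 0.854%). The star sequence miR168-3p reached 686 ± 55.3 RPTM in whole plants (SD, n = 3), 249 ± 154 RPTM in roots (SD, n = 3) and 5484 ± 79.0 RPTM in shoots (SD, n = 2). Its log2 fold change between shoots and roots was 4.20 in edgeR (standard error 1.00, adjusted p = 0.0185), with both shoot libraries above all root libraries. With any of the root libraries left out, the adjusted p of miR168-3p was above 0.05, and over all alternatives the largest was 0.0659.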

Intriguingly, like miR168, miR168 star levels differed greatly between different tissue. 

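The ratio of miR168-3p, the star sequence, to miR168-5p was 1.12 in the shoots of NECS-141, where the star made up 52.8% of the reads of both (interval 52.3% to 53.3%). In the shoots of Altet-4 the ratio was 1.61, and the share of the star was 61.7% (interval 61.2% to 62.2%). In whole plants, the ratio was 0.624 in Altet-4, 0.357 in NECS-141 and 0.455 in NF08ALF06. It was lower in roots, with 0.274 in Altet-4, 0.155 in NECS-141 and 0.143 in NF08ALF06. In each genotype the ratio in roots was below that in whole plants, and the 95% Wilson intervals of the star's share did not overlap.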

In shoots of NECS-141, miR168 star levels were slightly more than that of miR168, while both in whole plants and roots, the star levels were approximately half of the levels of miR168.

### miRNA diversity in alfalfa compared with other legumes

Several miRNA families are specifically reported from the leguminous plants such as the *M. truncatula, Glycine max*, *Lotus japonicus*, *Phaseolus vulgaris*, *Cicer arietinum*, *Vigna unguiculata* and *Acacia auriculiformis* [14, 16, 18, 19, 32, 33]. These lineage-specific miRNAs include miR1507, miR1508, miR1509, miR1510, miR1512, miR1514, miR1520, miR1521, miR2118, miR2086, miR2109, miR2199, miR4414, miR5213, miR5232, and miR5234 among others (miRBase). The majority of these were reported from *M. truncatula* and soybean, since these legume species have been the subject of multiple studies exploring small RNAs. Most of these legume-specific miRNAs were also identified in alfalfa and a few of them including miR1507, miR1510, miR2118, miR2592, miR2643, miR5211, miR5213, miR5214, miR5232, miR5239, miR5277, miR5558, and miR7696 were specifically highly expressed in all three genotypes (Table 2).

### Identification of novel miRNAs from alfalfa

The sequencing of the small RNAs from multiple tissues of three different alfalfa genotypes would allow us to identify the novel miRNAs more confidently. Novel miRNA identification was dependent on sequencing of the miRNA complementary strand (miRNA-star) coupled with the predictable fold back structure for the primary miRNA transcript. Because a stable assembly of the tetraploid alfalfa genome sequence is not available, the small RNAs were mapped to the *M. truncatula genome*. Mapping of the small RNAs from the three alfalfa genotypes onto the *M. truncatula* genome enabled the identification of novel miRNAs more confidently because they have been sequenced from *M. sativa* and mapped on to the *M. truncatula*, suggesting their conservation between *M. sativa* and *M. truncatula*. Moreover, the novel miRNA identification in this study is more robust as it includes sequencing of these small RNAs from three different genotypes. 

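Table 3 lists both arms of 17 precursors, and the 136 values that it gives for the 8 libraries were all equal to the number of reads identical to the sequence, without normalization. Of the 17 arms with more reads, 12 had reads in all 3 genotypes. No read was found in NF08ALF06, of which whole plants and roots were sequenced, for 4 of them (t21108041, t50582913, t51235783 and t55621674). In Altet-4, no read was found for 2 of them (t21108041 and t62313817). The arm with fewer reads was read in 12 of the 17 pairs, with 0 to 980 reads over all libraries. For the other 5 pairs there was no identical read of that arm, although each had reads that share its first 18 nt. A total of 19 of the sequences in Table 3 had enough reads to be tested between shoots and roots in edgeR, and 3 passed the threshold, all higher in shoots. These were t50063038 with a log2 fold change of 6.33 (standard error 1.22), t51870988 with 6.73 (standard error 1.28) and t59475847, the other arm of the same precursor, with 7.17 (standard error 1.41), each at an adjusted p of 0.0185 in edgeR. With the genotype as a block 5 passed, and without the roots of Altet-4, 0 of the 19 passed. The paper rests its greater confidence in the potential miRNAs of Table 3 on their mapping to the genome of M. truncatula, which was not analysed here, and on their sequencing from 3 genotypes.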

We have identified a total of 17 novel miRNAs which have been sequenced from all of the three genotypes (Table 3 and Fig. 1). Among these, t50582913 was highly expressed followed by t50063038. 

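Summed over the 8 libraries, t50063038 was read 38784 times and t50582913 was read 5064 times. Averaged over the libraries as RPTM, which takes their different depths into account, t50063038 reached 1351 and t50582913 reached 287, and they ranked 1 and 2 among the 17. In whole plants the order was the opposite, with 413 ± 394 RPTM for t50582913 and 220 ± 148 RPTM for t50063038 (SD, n = 3 each), a difference smaller than the spread between genotypes.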

In roots, t50582913 was highly expressed in NECS-141 and Altet-4 but not in NF08ALF06. 

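In roots, t50582913 was read 123 times in Altet-4 (85.6 RPTM, interval 71.7 to 102) and 1148 times in NECS-141 (344 RPTM, interval 325 to 365). No read was found in NF08ALF06, a count that allows up to 2.09 RPTM. The mean of t50582913 in roots was 143 ± 179 RPTM (SD, n = 3), the highest of the 17, and that of t50063038 was 51.7 ± 52.5 RPTM (SD, n = 3).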

In shoots, t50063038 was highly expressed followed by the t50582913 and t51235783.

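In shoots, the mean level was 4996 ± 1349 RPTM for t50063038, 315 ± 151 RPTM for t50582913 and 272 ± 295 RPTM for t51235783 (SD, n = 2 each). The latter difference was smaller than the spread between the genotypes, since t51235783 had 63.7 RPTM in Altet-4 and 481 RPTM in NECS-141, whereas t50582913 had 209 RPTM in Altet-4 and 422 RPTM in NECS-141. The sequence that ranked 4 in shoots, t51870988, had a mean of 197 ± 161 RPTM (SD, n = 2).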

**Table 3:** Identified novel miRNAs based on sequencing both 5′ and 3′ reads and the most abundant ones that is marked in bold denotes potential novel miRNA based on their greater abundances

miR-5p	miR-5p_seq	miR-3p	miR-3p_seq	Altet-4 Plants	NECS-141 Plants	NF08ALF06 Plants	Altet-4 Roots	NECS-141 Roots	NF08ALF06 Roots	Altet-4 Shoots	NECS-141 Shoots
t61680599	UUUCUUUGACUGGUUUUUGAAU	**t21108041**	CAAAAGCCUGUCAAUGAAAAUG	0	31	0	0	312	0	0	32
t46402976	UAGCAUCAAGCGUCGCGUCGAU	**t28372577**	CGACCCGAGGCUUAUGCGAUC	115	97	145	81	479	229	335	315
t59820880	UUGGCAGAAUCACGGUGUGCC	**t29809748**	CGGUGGCAUCGUGAUUUUGAC	0	6	25	1	6	8	1	47
t21870702	CAACUCGGUCCUUCUGUUAAC	**t44359413**	UAACAGAAGGACUGAGUUGCC	0	11	3	1	41	12	24	103
t62603216	UUUUCAAGUUGGUCCCUUACG	**t44814359**	UAAGGGACCAACUUGAAAACU	77	178	196	7	240	107	529	899
t8901469	ACCUGGAGACAGAGAUGCAAU	**t45832108**	UACGUCUCUGUCUUUCGGGUUG	1	55	28	2	222	28	6	247
t12927907	AGGAUAACAAUGUUGCAUAAG	**t47767430**	UAUGUAGCACUGUUUUUCUGA	13	43	85	14	273	147	83	262
**t63076572**	UUUUUAGAUACAUUGAAUAAU	t47960370	UAUUCAAUGUAUCUAAAAAG	10	10	14	4	40	2	208	177
t53501433	UGAUUAUUCUACUACCCGGACC	**t50063038**	UCCGGGUAGCAGAAUAAUCAUC	350	371	78	45	371	18	17,057	20,494
t12458129	AGCGGUUGGUACAAUGCAAUAu	**t50582913**	UCGCCUUGUACCAACCUACUGC	544	915	0	123	1148	0	881	1453
t40560414	GGUCCUGAUGUUUUUUAGAGC	**t51235783**	UCUCAAAGACAUAAGGAACCUC	19	281	0	24	762	0	269	1655
t55270980	UGUCUUUAGCUUCCGAAACAa	**t55621674**	UGUUCCGGUAGAUGAAGUCAC	4	4	0	2	23	0	24	40
t14211567	AGUUAAUUGUGUUGCAUGAGUU	**t57726911**	UUCAGCAACAUGAGUUAACUCA	17	26	60	3	48	22	42	50
**t8194733**	ACAUUUUAGAUUGUUGAGGAA	t27568341	CCUCAAUUAUCUAUUAUGUUU	0	0	3	0	3	6	6	0
**t62313817**	UUUGUUAAACAUUUGUUUCC	t311560	AAAACAAAUGUUUAGCUAAG	0	6	0	0	15	1	0	12
t55268921	UGUCUUGGUUUCAAAAAGAAGu	**t52170136**	UCUUUUUGCAAACCAACUCAAU	4	19	13	1	29	4	9	56
**t51870988**	UCUUAUUUUCGACAUUGCAAAG	t59475847	UUGCAGGUCGAGAAUAAAAUG	19	99	71	1	9	1	353	1072

**Fig. 1:**
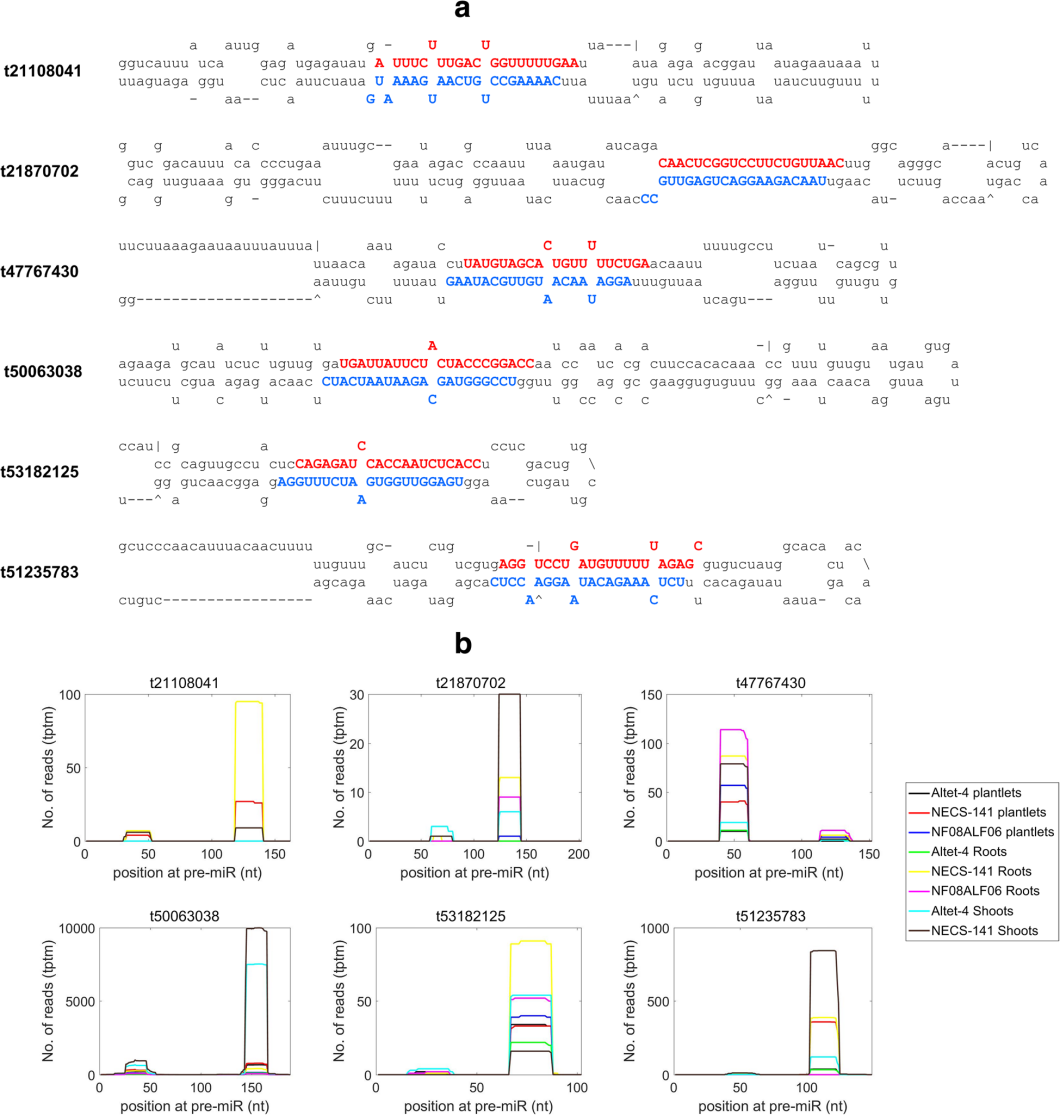
The predicted foldback structures using the novel miRNA precursor sequences. **a** The fold-back structures for six novel miRNAs. **b** The distribution of small RNA reads on the precursors of the novel miRNAs depicted in Fig. 1a

### Identification of miRNA targets in alfalfa

Although the alfalfa is one of the important legumes agronomically, the genome sequencing and annotations are not available so far. Due to this, studies have utilized the well-studied and closely related *M. truncatula* genome annotations as a model for alfalfa studies. The nucleotide identity for some genes was greater than 97% between *M. sativa* and *M. truncatula* [34]). Thus, using *M. truncatula* transcript annotations can facilitate identification of miRNA targets in alfalfa. We used SeqTar algorithm (Zheng et al., 2012) to identify miRNA targets by allowing a maximum of 4 mismatches between miRNAs and their potential target transcripts.

Previous studies have revealed that conserved miRNAs are strongly associated with the regulation of genes that encode transcription factors [35]. These transcription factors in turn regulate key developmental processes and pathways in plants. Degradome sequencing has been very effective in identifying plant miRNA targets. Besides identifying the conserved targets, this approach can also identify non-conserved targets for the conserved miRNAs [28, 36, 37]. 

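Degradome sequencing reads the 5′ ends of cleaved, polyadenylated transcripts. A single degradome library was made per genotype, and the authors deposited every distinct tag with the number of times it was read, a count without normalization or filtering by mapping. All tags were 20 nt long, and the 3 genotypes were taken as replicates. Transcript sequences of alfalfa or M. truncatula were not used here, so the tags were not assigned to transcripts, and the share of the reads on a transcript that lie at a site was not computed. Instead, because a miRNA guides cleavage between the target bases paired to its positions 10 and 11, a tag was counted at the expected site of a family when its first 10 bases were the complement of positions 1 to 10 of a listed sequence, counted from the 5′ end of the miRNA. The number of such reads was set against 100 shuffled versions of the same miRNA sequences, and against the mean number of reads that hold the same 10 bases 1 to 10 nt further inside the tag. When cleavage tags were planted for 11 families in simulated tags, all 11 were above 95 of 100 shuffled versions, and 0 of 20 other families were. The setting was 60 planted reads and 2000011 simulated tags, so recovery at the counts and depths of these libraries was not tested. Some tags at a site can be unrelated to the miRNA, since a match of 10 bases also occurs by chance, and a target with a mismatch at positions 1 to 10 is not counted.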

Degradome sequencing was used in this study to identify the cleaved mRNA fragments corresponding to the miRNA recognition sites in all three alfalfa genotypes. 

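The degradome library of Altet-4 held 28674678 reads of 2286693 distinct tags, that of NECS-141 held 30573270 reads of 3137327 tags, and that of NF08ALF06 held 30812606 reads of 3885547 tags. At least 10 bases of a sequencing adapter or of its complement were found in 88.3% of the reads of Altet-4, in 83.3% of NECS-141 and in 75.2% of NF08ALF06. Shuffled versions of the adapters matched at most 0.0508% of the reads of a library. The reads without adapter sequence numbered 3352710 in Altet-4, 5096823 in NECS-141 and 7640730 in NF08ALF06, and these are upper bounds of the reads from transcripts, because adapter sequences with errors were not removed.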

Approximately 30 million degradome reads were obtained from the transcripts of each of the alfalfa genotypes (Table 4) and these reads were analysed using SeqTar program. In total, we have identified 69 targets for 31 miRNA families that included 16 highly conserved families (Table 5). 

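Over the 3 genotypes together, 3 of the 31 families had more reads at the expected site than 95 of the 100 shuffled versions of their sequences (miR159-3p, miR164-5p and miR393-5p), where 1.55 are expected by chance. That expectation assumes that a family and its shuffled versions cover equally many sites. Where listed sequences share positions 1 to 10 this does not hold, so the number expected is lower and families can be missed. The number above this limit in every genotype was 1 (miR393-5p). With up to 1 mismatch at positions 1 to 10, miR319-3p alone was above the limit, and with position 1 ignored, miR393-5p alone was. With distinct tags, miR159-3p and miR395-3p were above it, and miR164-5p and miR393-5p were not. For miR159-3p, the reads at the site were 24 in Altet-4, 79 in NECS-141 and 50 in NF08ALF06, above 88, 99 and 93 of the 100 shuffled versions, respectively. The same 10 bases further inside the tags had 27.9, 55.0 and 59.6 reads on average, so the reads of miR159-3p were not concentrated at the site in Altet-4 and NF08ALF06, and without NECS-141 the family was no longer above 95 shuffled versions.

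**Figure D3:**
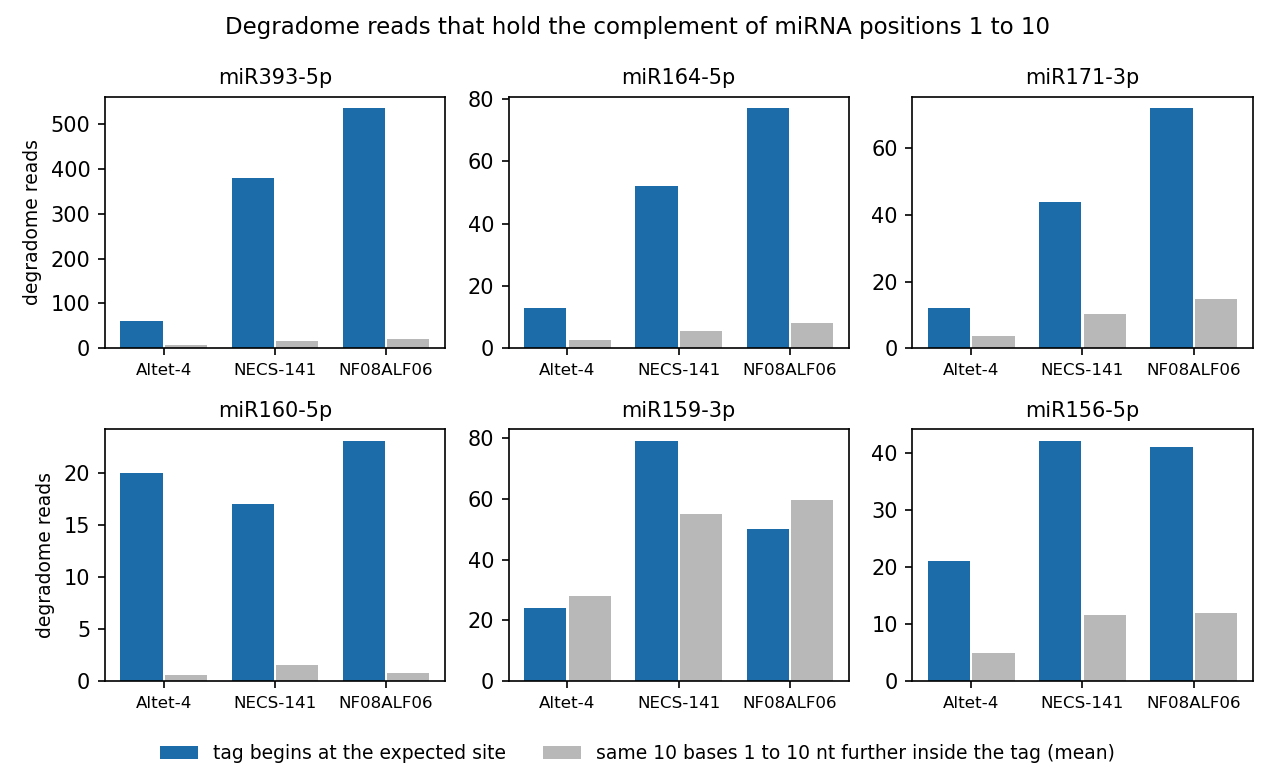
Degradome reads per genotype for 6 families, with a bar for tags that begin at the expected site and a bar for the mean of the same 10 bases 1 to 10 nt further inside the tag. The site bar is the higher one in every genotype for miR393-5p, miR164-5p, miR171-3p, miR160-5p and miR156-5p, and for miR159-3p it is the higher one in NECS-141 only.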

With respect to the conserved miRNAs, 33 targets for 16 conserved miRNA families were identified (Table 5). The known targets for miR162, miR165/166, miR398 and miR399 families were not identified in this study. 

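At the expected site of miR162-3p there were 2 reads in Altet-4, 0 in NECS-141 and 2 in NF08ALF06, more than 30 of the 100 shuffled versions over the 3 genotypes. A count of 0 in the degradome library of NECS-141 allows up to 0.981 RPTM of all its reads, those with adapter sequence included. Over the 5096823 reads without adapter sequence, the limit is higher. For miR399-3p, there were 8, 16 and 12 reads in Altet-4, NECS-141 and NF08ALF06, respectively, more than 59 of the 100 shuffled versions. The family miR162-3p was thus not detectable above the background of matches of 10 bases. For miR399-3p this background cannot decide, because its shuffled versions cover more sites than its listed sequences, most of which share positions 1 to 10.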

Although miR165/166 family is the most abundantly expressed as scored from their read frequencies in almost all libraries but the cleaved fragments from the HD-Zip target transcripts were not recovered from degradome libraries of alfalfa genotypes.

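At the expected site of miR166-3p there were 0 reads in Altet-4, 4 in NECS-141 and 14 in NF08ALF06. Over the 3 genotypes, this was more than 14 of the 100 shuffled versions, whose median was 49.5 reads. The same 10 bases had 2.6, 5.2 and 36.7 reads on average further inside the tags of these genotypes. Allowing a mismatch at position 1 of miR166-3p, an alternative chosen after the data were seen, gave 7, 9 and 13 reads in tags without adapter sequence. This was more than 1 of 100 shuffled versions in each genotype. The most-read of these tags were CCTGGTCCGGATTCCATTGG with 2, 2 and 5 reads, CCTGGTCCGGATTCGGTTGG with 2, 3 and 2 reads and CCTGGTCCGGAATCTATTGG with 0, 2 and 4 reads in Altet-4, NECS-141 and NF08ALF06, respectively. Of the reads without a mismatch, TGGTCCGAGAGGATGATCAG had 0, 1 and 13, and it matches only the listed sequence that starts 2 nt upstream. The exact reads were thus below those further inside the tags in each genotype. The shuffled versions cannot decide, because most listed sequences of miR166-3p share positions 1 to 10 and their shuffled versions cover more sites. The tags were not mapped to transcripts, so cleavage at this site remains open.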

**Table 4:** Mapping of the reads obtained from the degradome libraries

Database	Altet-4		NECS-141		NF08ALF06	
	Total reads	Unique reads	Total reads	Unique reads	Total reads	Unique reads
*M. truncatula* genome	852,790	487,582	1,541,055	791,294	3,091,832	1,021230
*M. sativa* genome	1,488,681	957,866	2,691,763	1,435,659	4,591,130	1,877,041
Cds	770,970	426,278	1,436,059	727,330	2,928,098	933,425
ncRNA	231,076	22,907	186,813	18,014	1,305,681	36,585
Repeats	171,358	16,804	116,741	16,759	636,675	23,958
Pre-miRBase	34,631	837	35,979	1045	50,136	1192
Total	28,674,678	2,286,693	30,573,270	3,137,327	30,812,606	3,885,547

**Table 5:** miRNA targets identified in the degradome libraries generated from three alfalfa genotypes. #Mis. is number of mismatches on the miRNA complementary site; Valid reads is Reads corresponding to the expected cleavage site; Total reads is Total reads mapped to the cDNA of the gene; Percent is Percent reads at the expected cleavage site

genotypes	miRNA id#	Target gene	#Mis.	Valid reads	Total reads	Percent	Target gene annotation
Altet-4	miR156e	Medtr7g028740.2	0	4	23	17.4	squamosa promoter-binding-like protein
Altet-4	miR156a	Medtr7g444860.1	0	2	28	7.1	squamosa promoter-binding-like protein
Altet-4	miR156a	Medtr3g099080.1	0	1	3	33.3	squamosa promoter-binding 13A-like protein
Altet-4	miR159b	Medtr8g042410.1	2.5	1	16	6.3	MYB transcription factor
Altet-4	miR160c	Medtr2g094570.3	1	4	21	19.1	auxin response factor 1
Altet-4	miR164d	Medtr2g064470.1	1	2	34	5.9	NAC transcription factor-like protein
Altet-4	miR164d	Medtr8g058330.1	2	5	49	10.2	protein transporter Sec61 subunit alpha-like protein
Altet-4	miR167b-5p	Medtr8g079492.3	4	4	62	6.5	auxin response factor 2
Altet-4	miR169e-5p	Medtr2g099490.2	2	1	20	5	CCAAT-binding transcription factor
Altet-4	miR171f	Medtr0092s0100.2	1.5	5	24	20.8	GRAS family transcription regulator
Altet-4	miR172a	Medtr4g094868.3	1	1	13	7.7	AP2 domain transcription factor
Altet-4	miR172a	Medtr5g016810.2	1	1	18	5.6	AP2 domain transcription factor
Altet-4	miR172a	Medtr2g093060.3	0	4	17	23.5	AP2-like ethylene-responsive transcription factor
Altet-4	miR319d-3p	Medtr2g078200.1	3	2	34	5.9	TCP family transcription factor
Altet-4	miR319d-3p	Medtr8g463380.1	3	2	7	28.6	TCP family transcription factor
Altet-4	miR393a	Medtr1g088950.1	1	11	83	13.3	transport inhibitor response-like protein
Altet-4	miR393a	Medtr7g083610.1	2	38	134	28.4	transport inhibitor response 1 protein
Altet-4	miR395j	Medtr1g102550.1	1	1	76	1.3	ATP sulfurylase
Altet-4	miR396b-5p	Medtr1g017490.2	3	47	100	47	growth-regulating factor
Altet-4	miR396b-5p	Medtr2g041430.3	3	5	12	41.7	growth-regulating factor-like protein
Altet-4	miR396b-5p	Medtr5g027030.1	3	5	15	33.3	growth-regulating factor
Altet-4	miR396a-5p	Medtr3g052060.1	2	1	1	100	hypothetical protein
Altet-4	miR398c	Medtr4g114870.1	3	8	23	34.8	plastocyanin-like domain protein
Altet-4	miR398a-3p	Medtr8g064810.1	3	5	36	13.9	protein disulfide isomerase (PDI)-like protein
Altet-4	miR408-3p	Medtr8g089110.1	3	3	9	33.3	basic blue-like protein
Altet-4	miR408-3p	Medtr8g007020.1	3.5	5	73	6.9	plastocyanin-like domain protein
Altet-4	miR408-3p	Medtr8g007035.1	3.5	5	123	4.1	plastocyanin-like domain protein
Altet-4	miR408-5p	Medtr3g074830.1	3.5	2	442	0.5	phosphate-responsive 1 family protein
Altet-4	miR1510a-5p	Medtr2g012770.1	1	1	5	20	disease resistance protein (TIR-NBS-LRR class)
Altet-4	miR2199	Medtr7g080780.2	2	2	8	25	helix loop helix DNA-binding domain protein
Altet-4	miR2643a	Medtr3g010590.1	1	1	15	6.7	F-box protein interaction domain protein
Altet-4	miR2643a	Medtr6g053240.1	3	2	4	50	F-box protein interaction domain protein
Altet-4	miR4414a-5p	Medtr3g117120.1	4	3	84	3.6	BZIP transcription factor bZIP124
Altet-4	miR5213-5p	Medtr6g084370.1	2	1	2	50	disease resistance protein (TIR-NBS-LRR class)
Altet-4	miR5213-5p	Medtr6g088245.1	3	1	5	20	disease resistance protein (TIR-NBS-LRR class)
Altet-4	miR5239	Medtr3g018680.1	3	1	5	20	F-box/RNI superfamily protein, putative
Altet-4	miR5561-3p	Medtr2g045295.1	3	1	4	25	hypothetical protein
Altet-4	miR5752b	Medtr8g066820.1	4	9	423	2.1	PLATZ transcription factor family protein |
Altet-4	miR7696a-5p	Medtr1g072130.1	3	2	27	7.4	PHD finger protein, putative
Altet-4	miR7696c-3p	Medtr3g081480.1	3	2	21	9.5	endoplasmic reticulum vesicle transporter
Altet-4	miR7696d-5p	Medtr3g112250.1	3.5	8	36	22.2	hypothetical protein
Altet-4	miR7696c-3p	Medtr4g011600.2	3.5	1	26	3.9	sulfate transporter-like protein
Altet-4	miR7696c-3p	Medtr7g085650.4	3.5	1	6	16.7	sulfate adenylyltransferase subunit 1/adenylylsulfate kinase
Altet-4	miR7701-3p	Medtr6g011380.2	2	1	137	0.7	SPFH/band 7/PHB domain membrane-associated family protein
NF08ALF06	miR156e	Medtr7g028740.2	0	14	36	38.9	squamosa promoter-binding-like protein
NF08ALF06	miR156a	Medtr7g444860.1	0	1	144	0.7	squamosa promoter-binding-like protein
NF08ALF06	miR156h-3p	Medtr7g091370.1	3	1	11	9.1	heat shock transcription factor
NF08ALF06	miR159b	Medtr8g042410.1	2.5	4	30	13.3	MYB transcription factor
NF08ALF06	miR160c	Medtr2g094570.3	1	8	46	17.4	auxin response factor 1
NF08ALF06	miR160d	Medtr1g064430.2	0.5	3	24	12.5	auxin response factor 1
NF08ALF06	miR160d	Medtr3g073420.1	0.5	2	17	11.8	auxin response factor, putative
NF08ALF06	miR164d	Medtr2g064470.1	1	41	151	27.2	NAC transcription factor-like protein
NF08ALF06	miR164d	Medtr8g058330.1	2	5	115	4.4	protein transporter Sec61 subunit alpha-like protein
NF08ALF06	miR167b-5p	Medtr8g079492.3	4	9	133	6.8	auxin response factor 2
NF08ALF06	miR167a	Medtr4g076020.1	3.5	5	77	6.5	GRAS family transcription factor
NF08ALF06	miR171f	Medtr0092s0100.2	1.5	60	115	52.2	GRAS family transcription regulator
NF08ALF06	miR172a	Medtr4g094868.3	1	1	45	2.2	AP2 domain transcription factor
NF08ALF06	miR172a	Medtr5g016810.2	1	1	84	1.2	AP2 domain transcription factor
NF08ALF06	miR172a	Medtr2g093060.3	0	4	35	11.4	AP2-like ethylene-responsive transcription factor
NF08ALF06	miR172a	Medtr4g061200.4	1	1	28	3.6	AP2-like ethylene-responsive transcription factor
NF08ALF06	miR172a	Medtr7g100590.1	1	2	17	11.8	AP2 domain transcription factor
NF08ALF06	miR319d-3p	Medtr2g078200.1	3	2	126	1.6	TCP family transcription factor
NF08ALF06	miR319d-3p	Medtr8g463380.1	3	2	48	4.2	TCP family transcription factor
NF08ALF06	miR393a	Medtr1g088950.1	1	54	268	20.2	transport inhibitor response-like protein
NF08ALF06	miR393a	Medtr7g083610.1	2	472	771	61.2	transport inhibitor response 1 protein
NF08ALF06	miR393a	Medtr8g098695.2	4	1	46	2.2	transport inhibitor response 1 protein
NF08ALF06	miR396b-5p	Medtr1g017490.2	3	423	742	57	growth-regulating factor
NF08ALF06	miR396b-5p	Medtr2g041430.3	3	30	75	40	growth-regulating factor-like protein
NF08ALF06	miR396b-5p	Medtr5g027030.1	3	10	42	23.8	growth-regulating factor
NF08ALF06	miR396a-5p	Medtr3g011560.1	3	1	3	33.3	TNP1
NF08ALF06	miR396a-5p	Medtr3g052060.1	2	3	11	27.3	hypothetical protein
NF08ALF06	miR396a-5p	Medtr8g017000.1	3	1	2	50	Ulp1 protease family, carboxy-terminal domain protein
NF08ALF06	miR398c	Medtr4g114870.1	3	14	49	28.6	plastocyanin-like domain protein
NF08ALF06	miR398a-3p	Medtr8g064810.1	3	8	44	18.2	protein disulfide isomerase (PDI)-like protein
NF08ALF06	miR408-3p	Medtr8g089110.1	3	8	34	23.5	basic blue-like protein
NF08ALF06	miR408-3p	Medtr8g007020.1	3.5	10	375	2.7	plastocyanin-like domain protein
NF08ALF06	miR408-3p	Medtr8g007035.1	3.5	10	675	1.5	plastocyanin-like domain protein
NF08ALF06	miR408-5p	Medtr3g074830.1	3.5	27	948	2.9	phosphate-responsive 1 family protein
NF08ALF06	miR482-5p	Medtr1g064430.2	3.5	1	24	4.2	auxin response factor 1
NF08ALF06	miR530	Medtr3g072110.1	2.5	3	102	2.9	transmembrane amino acid transporter family protein
NF08ALF06	miR1507–3p	Medtr8g036195.1	2	4	9	44.4	NBS-LRR type disease resistance protein
NF08ALF06	miR1510a-5p	Medtr7g108860.4	3.5	21	1061	2	CS domain protein
NF08ALF06	miR2199	Medtr7g080780.2	2	1	26	3.9	helix loop helix DNA-binding domain protein
NF08ALF06	miR2643a	Medtr6g053240.1	3	25	33	75.8	F-box protein interaction domain protein
NF08ALF06	miR4414a-5p	Medtr3g117120.1	4	8	260	3.1	BZIP transcription factor bZIP124
NF08ALF06	miR5037c	Medtr4g070550.1	3	2	44	4.6	F-box protein interaction domain protein
NF08ALF06	miR5213-5p	Medtr4g014580.1	1.5	3	31	9.7	TIR-NBS-LRR class disease resistance protein
NF08ALF06	miR5238	Medtr3g077740.2	2.5	1	259	0.4	pantothenate kinase
NF08ALF06	miR5239	Medtr3g018680.1	3	4	43	9.3	F-box/RNI superfamily protein, putative
NF08ALF06	miR5561-3p	Medtr2g045295.1	3	1	12	8.3	hypothetical protein
NF08ALF06	miR5752a	Medtr8g066820.1	4	13	936	1.4	PLATZ transcription factor family protein
NF08ALF06	miR7696a-5p	Medtr1g072130.1	3	4	259	1.5	PHD finger protein, putative
NF08ALF06	miR7696c-3p	Medtr3g081480.1	3	2	46	4.4	endoplasmic reticulum vesicle transporter
NF08ALF06	miR7696c-5p	Medtr7g076830.1	3	3	103	2.9	DEAD-box ATP-dependent RNA helicase-like protein
NF08ALF06	miR7696d-5p	Medtr3g112250.1	3.5	5	30	16.7	hypothetical protein
NF08ALF06	miR7696c-3p	Medtr4g011600.2	3.5	1	103	1	sulfate transporter-like protein
NF08ALF06	miR7696c-3p	Medtr7g085650.4	3.5	2	10	20	sulfate adenylyltransferase subunit 1/adenylylsulfate kinase
NF08ALF06	miR7701-3p	Medtr3g108910.1	2.5	2	375	0.5	hypothetical protein
NF08ALF06	miR7701-3p	Medtr6g011380.2	2	2	86	2.3	SPFH/band 7/PHB domain membrane-associated family protein
NCES-141	miR156e	Medtr7g028740.2	0	18	46	39.1	squamosa promoter-binding-like protein
NCES-141	miR156a	Medtr7g444860.1	0	4	101	4	squamosa promoter-binding-like protein
NCES-141	miR156a	Medtr8g096780.1	0	1	11	9.1	squamosa promoter-binding 13A-like protein
NCES-141	miR156a	Medtr3g085180.1	1	1	2	50	squamosa promoter-binding-like protein
NCES-141	miR156h-3p	Medtr7g091370.1	3	2	5	40	heat shock transcription factor
NCES-141	miR159b	Medtr8g042410.1	2.5	3	36	8.3	MYB transcription factor
NCES-141	miR160c	Medtr2g094570.3	1	12	37	32.4	auxin response factor 1
NCES-141	miR164d	Medtr2g064470.1	1	33	100	33	NAC transcription factor-like protein
NCES-141	miR164d	Medtr8g058330.1	2	14	119	11.8	protein transporter Sec61 subunit alpha-like protein
NCES-141	miR167b-5p	Medtr8g079492.3	4	10	101	9.9	auxin response factor 2
NCES-141	miR167a	Medtr4g076020.1	3.5	4	45	8.9	GRAS family transcription factor
NCES-141	miR167b-3p	Medtr4g124900.2	3.5	1	154	0.7	auxin response factor 2
NCES-141	miR168a	Medtr6g477980.2	4	2	245	0.8	argonaute protein 1A
NCES-141	miR171f	Medtr0092s0100.2	1.5	36	70	51.4	GRAS family transcription regulator
NCES-141	miR172a	Medtr4g094868.3	1	2	50	4	AP2 domain transcription factor
NCES-141	miR172a	Medtr5g016810.2	1	2	56	3.6	AP2 domain transcription factor
NCES-141	miR172a	Medtr2g093060.3	0	1	19	5.3	AP2-like ethylene-responsive transcription factor
NCES-141	miR172a	Medtr4g061200.4	1	3	32	9.4	AP2-like ethylene-responsive transcription factor
NCES-141	miR319d-3p	Medtr2g078200.1	3	1	55	1.8	TCP family transcription factor
NCES-141	miR319d-3p	Medtr8g463380.1	3	1	26	3.9	TCP family transcription factor
NCES-141	miR393a	Medtr1g088950.1	1	38	222	17.1	transport inhibitor response-like protein
NCES-141	miR393a	Medtr7g083610.1	2	337	539	62.5	transport inhibitor response 1 protein
NCES-141	miR395j	Medtr1g102550.1	1	1	163	0.6	ATP sulfurylase
NCES-141	miR396b-5p	Medtr1g017490.2	3	201	352	57.1	growth-regulating factor
NCES-141	miR396b-5p	Medtr5g027030.1	3	6	16	37.5	growth-regulating factor
NCES-141	miR396b-5p	Medtr8g020560.1	3	1	7	14.3	growth-regulating factor-like protein
NCES-141	miR396a-5p	Medtr3g011560.1	3	1	1	100	TNP1
NCES-141	miR396a-5p	Medtr8g017000.1	3	1	1	100	Ulp1 protease family, carboxy-terminal domain protein
NCES-141	miR397-5p	Medtr7g062310.1	1.5	2	4	50	laccase/diphenol oxidase family protein
NCES-141	miR398c	Medtr4g114870.1	3	8	21	38.1	plastocyanin-like domain protein
NCES-141	miR398a-3p	Medtr8g064810.1	3	47	89	52.8	protein disulfide isomerase (PDI)-like protein
NCES-141	miR398c	Medtr5g089180.1	3	4	19	21.1	hypothetical protein
NCES-141	miR408-3p	Medtr8g089110.1	3	9	18	50	basic blue-like protein
NCES-141	miR408-3p	Medtr8g007020.1	3.5	7	209	3.4	plastocyanin-like domain protein
NCES-141	miR408-3p	Medtr8g007035.1	3.5	8	381	2.1	plastocyanin-like domain protein
NCES-141	miR408-5p	Medtr3g074830.1	3.5	14	703	2	phosphate-responsive 1 family protein
NCES-141	miR482-3p	Medtr5g027900.1	2.5	1	19	5.3	disease resistance protein (CC-NBS-LRR class) family protein
NCES-141	miR530	Medtr3g072110.1	2.5	1	119	0.8	transmembrane amino acid transporter family protein
NCES-141	miR1510a-5p	Medtr7g108860.4	3.5	17	746	2.3	CS domain protein
NCES-141	miR2643a	Medtr3g010620.1	1	2	72	2.8	F-box protein interaction domain protein
NCES-141	miR4414a-5p	Medtr3g117120.1	4	2	134	1.5	BZIP transcription factor bZIP124
NCES-141	miR5037c	Medtr4g070550.1	3	1	36	2.8	F-box protein interaction domain protein
NCES-141	miR5213-5p	Medtr6g084370.1	2	1	5	20	disease resistance protein (TIR-NBS-LRR class)
NCES-141	miR5213-5p	Medtr4g014580.1	1.5	1	18	5.6	TIR-NBS-LRR class disease resistance protein
NCES-141	miR5213-5p	Medtr6g088245.1	3	1	7	14.3	disease resistance protein (TIR-NBS-LRR class)
NCES-141	miR5238	Medtr3g077740.2	2.5	1	151	0.7	pantothenate kinase
NCES-141	miR5561-3p	Medtr2g045295.1	3	1	9	11.1	hypothetical protein
NCES-141	miR5752b	Medtr8g066820.1	4	8	765	1.1	PLATZ transcription factor family protein
NCES-141	miR7696a-5p	Medtr1g072130.1	3	2	135	1.5	PHD finger protein, putative
NCES-141	miR7696c-5p	Medtr7g076830.1	3	5	78	6.4	DEAD-box ATP-dependent RNA helicase-like protein
NCES-141	miR7696d-5p	Medtr3g112250.1	3.5	9	44	20.5	hypothetical protein
NCES-141	miR7696c-3p	Medtr4g011600.2	3.5	1	124	0.8	sulfate transporter-like protein
NCES-141	miR7696c-3p	Medtr7g085650.4	3.5	1	10	10	sulfate adenylyltransferase subunit 1/adenylylsulfate kinase
NCES-141	miR7701-3p	Medtr3g108910.1	2.5	2	444	0.5	hypothetical protein

The identified miRNA targets in all three genotypes include mainly transcription factors. Specifically, five members of the squamosa promoter-binding-like protein (SPL) targeted by the miR156 family, five members of the auxin response factors targeted by both miR160 and miR167 families, five members of the apetala2 (AP2)-domain containing transcription factors, four members of the growth-regulating factor (GRFs) family targeted by miR396, two members of the TCP family transcription factors targeted by miR319, and, a NAC domain-containing transcription factor-like protein (NAC) targeted by miR164 [35]. Additionally, transcripts encoding Argonaute targeted by miR168, laccase targeted by miR397, and three plantacyanin containing proteins targeted by miR408 were also identified. 

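At the expected site of miR156-5p, there were 21 reads in Altet-4, 42 in NECS-141 and 41 in NF08ALF06, above 74 of the 100 shuffled versions, and the most-read tag was CTTCTGTCAACACTTCAAAC with 3, 17 and 13 reads, respectively. For miR160-5p, there were 20, 17 and 23 reads against 0.6, 1.5 and 0.8 reads further inside the tags, above 94, 88 and 88 of the 100 shuffled versions, and the most-read tag was GAGCCAGGCATGCTCAAATT with 4, 12 and 8 reads. The site of miR167-5p had 2 reads, both in NECS-141. For miR172-3p, there were 32, 40 and 40 reads in Altet-4, NECS-141 and NF08ALF06, above 77 of the 100 shuffled versions, and the most-read tag was TCAAGATTCACACACTCCTT with 8, 9 and 3 reads. That tag is an exact match only to the listed sequence UGAAUCUUGAUGAUGCUGCAU, which had no read in any small RNA library. The site of miR319-3p had 19, 24 and 22 reads, above 92 of the 100 shuffled versions, and that of miR396-5p had 18, 37 and 45 reads, above 83 of them. Only 4, 18 and 33 of these reads of miR396-5p were in tags without adapter sequence. When a target base opposite positions 8 and 9 of miR396-5p was allowed to bulge, an alternative chosen after the data were seen, only tags without adapter sequence were counted. They held 65, 241 and 520 reads, above 99 of the 100 shuffled versions in each genotype. The most-read tag was then AGCCTGTGGAAGGCCAATCT with 47, 194 and 417 reads. At the site of miR164-5p, there were 13, 52 and 77 reads, above 94, 97 and 98 of the 100 shuffled versions, against 2.5, 5.6 and 8.1 reads further inside the tags, and the most-read tag was TGCTTCTCCATGTTTTCTCA with 2, 32 and 39 reads. Among exact matches, the highest numbers were those of miR393-5p with 60, 379 and 535 reads, above 98, 99 and 100 of the 100 shuffled versions, against 6.6, 16.4 and 20.2 reads further inside the tags. Its most-read tag was TCCCTTTGGATGTCGTCGTG with 38, 333 and 462 reads. For miR171-3p, there were 12, 44 and 72 reads, above 49, 86 and 86 of the 100 shuffled versions, of which CGCGGCTCAATCACCAAATT gave 5, 36 and 58. The most-read tag of miR160-5p had as many reads in each genotype as Table 5 lists for its most-read target. Those of miR156-5p, miR164-5p, miR171-3p and miR393-5p were within 1.5 times of the corresponding values in each genotype. Tags were not mapped to transcripts, so the sites need not be the same.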

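The expected site of miR168-5p had 2 reads in Altet-4 and 0 in NECS-141 and NF08ALF06. That of miR397-5p had 1, 4 and 1 reads in Altet-4, NECS-141 and NF08ALF06, above 62 of the 100 shuffled versions over the 3 genotypes. That of miR408-3p had 3, 12 and 12 reads, above 66 of them, against 2.7, 3.1 and 3.5 reads further inside the tags. The most-read tag of miR408-3p was AGGCAGTGCATTGGTTCTAC, with 3, 4 and 5 reads.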

Although evidence indicates that that miR398 targets Cu/Zn superoxide dismutases and a copper chaperone for the superoxide dismutases (CCS) in plants [28, 38] these relationships were not apparent in the data from this study. On the other hand, we have identified three potentially non-conserved targets (plastocyanin, protein disulphide isomerase and a hypothetical protein) for miR398 in three alfalfa genotypes. In addition to the GRFs, our analyses revealed potential non-conserved targets for miR396 including TNP1, Ulp1 protease and hypothetical proteins (Table 5).

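At the expected site of miR398-3p, there were 4 reads in Altet-4, 3 in NECS-141 and 7 in NF08ALF06, more than 27 of the 100 shuffled versions, whose median was 22 reads over the 3 genotypes. The same 10 bases further inside the tags had 2.1, 3.5 and 3.5 reads on average.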

The analyses of legume-specific miRNAs and their targets have revealed an interesting miRNA: target networks between the miRNAs and the NBS-LRR genes [14, 16, 18, 32]. 

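The expected site of miR1507-3p had 22 reads in Altet-4, 40 in NECS-141 and 33 in NF08ALF06, above 73 of the 100 shuffled versions over the 3 genotypes, against 15.1, 33.4 and 43.8 reads further inside the tags. For miR5213-5p, there were 2 reads in NF08ALF06 and 0 in Altet-4 and NECS-141, above 6 of the 100 shuffled versions.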

In this study, we identified NBS-LRR disease resistance genes as targets for four different miRNA families including miR482, miR1507, miR1510 and miR5213 in alfalfa (Table 5).

Degradome analyses has also been utilized to identify potential targets for several non-conserved miRNAs or miRNAs that are present only in closely related species such as the *M. truncatula*. To increase the confidence in identification of targets for the non-conserved miRNAs that are usually expressed at low abundances and the cleavage frequencies on those targets are relatively low, we considered as ‘targets’ only those for which the cleavages were detected at least in two of the three alfalfa genotypes. The transcripts for Medtr6g053240.1 (F-box protein interaction domain protein) had a cleavage frequency of approximately 75% and were targeted by the miR2643 in NF08ALF06 genotype. Additionally, two other F-box protein interaction domain protein genes were also identified as targets for miR2643 in alfalfa genotypes (Table 5). These results suggest that the F-box protein interaction domain protein family are regulated by this potential legume-specific miRNA. 

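At the expected site of miR2643-3p, there were 4 reads in Altet-4, 5 in NECS-141 and 9 in NF08ALF06, above 45 of the 100 shuffled versions over the 3 genotypes, whose median was 19 reads. Further inside the tags, the same 10 bases had 5.6, 10.5 and 12.8 reads on average in these genotypes. No tag of miR2643-3p had more than 2 reads over the 3 genotypes. Table 5 lists mismatches for each target of miR2643, and a target with a mismatch at positions 1 to 10 is not counted here. These counts therefore do not test the targets of the paper. Tags with 2 reads were CTGATCCCAAACATTGGCCA (0, 1 and 1 in Altet-4, NECS-141 and NF08ALF06), TGATCCCAAATGGAAACTAC (0, 0 and 2) and TGATCCCAAATTCTCAAAGA (1, 0 and 1). From the cleavage of several transcripts of this kind in its own mapping to M. truncatula (Table 5), the paper proposes that miR2643 regulates genes of the F-box protein interaction domain family.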

Another notable observation is that 6 different genes identified as potential targets for miR7696, and the cleavage frequency of a particular target gene (hypothetical protein, Medtr3g112250.1) was more abundant in all three alfalfa genotypes (Table 5).

Because some of the miRNA-stars are also highly expressed, we scrutinized the degradome reads for potential cleavages on the transcripts that are complementary to the miRNA-stars. This analysis has identified potential targets for at least four conserved miRNAs. Specifically, miR156-star targets a heat shock transcription factor, miR164-star targets a protein transporter Sec61 subunit alpha-like protein, miR167-star targets a GRAS family transcription factor, and, miR482-star targets an auxin response factor 1 in alfalfa (Table 5).

The confirmed targets of conserved miRNAs are known to regulate diverse developmental processes in the lifecycle of plants. For example, the SPL transcription factors (target of miR156) which regulate the transition from juvenile to adult phase of the life cycle in land plants [39]. Auxin receptors (TIR1 proteins) and ARFs targeted by miR393 and miR160, miR167, are components of the auxin signalling pathway that regulates several aspects of plant growth and development. The roles of NAC factors (targeted by miR164) include shoot meristem initiation and later root formation in Arabidopsis [40, 41]. Similarly, TCP family transcription factors have several different roles including regulating leaf morphogenesis [42, 43]. In Arabidopsis, seven out of nine GRFs are known targets for miR396 [44], and we have identified four GRFs as targets for miR396 in alfalfa (Table 5). By interacting with its coactivators called GRF-interacting factors (GIFs), this regulatory network (miR396-GRFs-GIFs) regulate leaf size, leaf growth and senescence in Arabidopsis [44]. The known targets for miR397 include laccase, which is involved in oxidative polymerization of lignin in plants [45]. Similarly, miR408 is targeting a family of plantacyanins, which could function in shuttling electron-transfer between proteins [46, 47].

The miR398 family is known to target CSDs and a copper chaperone for superoxide dismutase (CCS) genes in plants [28, 38]. In this study, we have identified plastocyanin-domain like proteins (plastocyanin is an essential electron carrier which shuttles the electrons between cytochrome *b*_6_*f* and PS I) represents a novel target for miR398. Protein disulphide isomerase (PDI) is a member of a family of dithiol/disulfide oxidoreductases, the thioredoxin superfamily, which functions in the formation of disulphide linkage between the cysteine residues for proper protein folding [48]. Our degradome analyses confirms that PDI represents a novel target for miR398 in alfalfa (Table 5). The other confirmed miRNA target transcripts include Leucine rich repeat resistance (LRR) proteins (TIR-NBS-LRR and CC-NBS-LRR) that play important roles in plant pathogen recognition and activation of plant innate immune responses [14, 16, 18, 32]. Yet another interesting target include the F-box protein interaction domain proteins that are regulated by miR2643, one of the very abundantly expressed miRNA in alfalfa.

## Conclusions

The analyses of small RNA libraries from the whole plants, shoots and roots resulted in the identification of 100 miRNA families that included highly conserved miRNAs as well as miRNAs that are at least conserved between *M. truncatula* and alfalfa. The conserved miRNA profiles share some similarities and a few differences between genotypes and types of tissues (roots and shoots). The tissue-specific profiles were used to identify miRNAs that are highly abundant as well as those miRNAs that are expressed at low levels. Additionally, 17 novel miRNAs with varying levels of expression were also identified in alfalfa. The present study also reports identification of 69 targets for 31 miRNA families. In addition to the conserved targets for conserved miRNAs, a few non-conserved targets such as the PDI for miR398 were confirmed. Similarly, miR2643 is targeting three transcripts encoding F-box protein interaction domain containing proteins in alfalfa. In summary, the results from this study have increased our understanding of miRNAs and miRNA-mediated gene regulation in alfalfa that could result in potential tangible targets for practical applications in alfalfa and related legume species to increase biomass yield and address abiotic and biotic limitations to agricultural productivity.

How the deposited data were processed for this re-analysis (not part of the article)

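Small RNA libraries of whole plants and roots of the alfalfa genotypes Altet-4, NECS-141 and NF08ALF06 and of shoots of Altet-4 and NECS-141, and a degradome library of each genotype, were analysed. The authors deposited a list of distinct sequences per library, each with its read count, after they had removed adapters and low-quality reads and collapsed identical reads. The sums and the numbers of distinct sequences were checked against Tables 1 and 4, and 22 of 22 were equal, so the lists hold the reads before those of rRNA, tRNA and snRNA were set aside. The small RNA sequences were 18 to 46 nt long and the degradome tags 20 nt long. No normalization had been applied, and the paper's text does not name the trimming tool or a statistical test.

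All other values were computed from these counts. The level of a miRNA family is the number of reads identical to its listed mature sequences per 10000000 reads of the library (RPTM). The 117 listed sequences were written down before the data were examined, from general knowledge of plant miRNAs, because miRBase was not at hand. Whether it holds all members of each family was not settled, in particular for miR169, miR171, miR172, miR393, miR395 and miR2111, so a level is that of the listed sequences. Families with widely conserved sequences were used as listed. Other families were used only if their level was within 2-fold of Table 2 in the 3 whole plant libraries, so their whole plant levels are not independent of the paper, whereas their root and shoot levels are. In this way 31 families with 97 sequences were used, and families that did not meet the rule, among them miR482 and miR1510, were left out. The families named in the text are those of the list that the paper names and that met this rule, and all 17 precursors of Table 3. Of the other sequences past the threshold between shoots and roots with a mean of at least 100 RPTM, the 2 with the largest rise and the 2 with the largest fall were named, if the direction was the same in every shoot library against every root library.

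The depth of the small RNA libraries was 11645217 to 42196888 reads, and that of the degradome libraries 28674678 to 30812606 reads. Shares of reads have 95% Wilson intervals, and a count of 0 allows 3 reads of the library total. Each tissue of a genotype was sequenced in a single library, so genotypes were used as replicates. The tissues of a genotype come from clones of the same plant. Over the sequences tested, the deviations of shoots and roots from their tissue means were correlated with r = 0.497 in Altet-4 and r = 0.699 in NECS-141, across sequences, which are not independent replicates. The genotype therefore entered as a block in an alternative. That fit has almost as many coefficients as libraries, and the roots of NF08ALF06 do not inform its difference between tissues. Its p-values thus rest largely on the dispersion shared across sequences.

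Shoots and roots were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization with factors of 0.646 to 1.33, Benjamini-Hochberg adjustment at 0.05). The test covered 166892 sequences of 18 to 26 nt with at least 10 reads in at least 2 of the 5 libraries, with the reads of each listed family summed. The common dispersion was 0.903. The comparison was tested on simulated data. With changes in 191 of 114453 simulated sequences at the trended dispersion of these libraries (median 0.784), 0 were recovered at an adjusted p under 0.05, although all 191 had the right direction. With a dispersion of 0.1, 200 of 200 were recovered with 2 false calls. The share changed was far below the 31.0% of sequences past the threshold here. Recovery after Benjamini-Hochberg adjustment depends on that share, so the simulation does not give the recovery of the real comparison. The levels of shoots and roots were also compared with a two-sided exact permutation test of log2 (RPTM + 1) in scipy 1.17.1, for which 2 libraries against 3 allow no p under 0.1. Counting was done in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

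Alternatives for the comparison were the library total in place of TMM, DESeq2 1.42.0, the genotype as a block, at least 30 or at least 5 reads in at least 2 libraries, all 8 small RNA libraries in the fit, and each library left out in turn. Levels and differences were recomputed from reads of 19 to 24 nt that share the first 18 nt with a listed sequence, and per 10000000 reads of 18 to 26 nt. Shares of read lengths were recomputed from distinct sequences.

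Degradome tags were counted at the expected site of a family when their first 10 bases were the complement of positions 1 to 10 of a listed sequence. The count was compared with 100 shuffled versions of the same sequences and with the same 10 bases found 1 to 10 nt further inside the tags. Sequences that share positions 1 to 10 were counted as a single site but shuffled separately, so the shuffled background of such families is too high. Alternatives allowed 1 mismatch, ignored position 1, counted distinct tags, or left out each genotype. Adapter sequence was searched for as 10 bases of the sequencing adapters or of their complement, and 20 shuffled versions of the adapters gave the number expected by chance. Tags were not mapped to transcripts, since no transcript sequences were at hand, and the folding of precursors was not analysed here. The gene table of Medicago sativa holds coordinates without sequences and was not used here.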

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

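The tests of counting error, of library preparation, of read length and of the genotype sequenced from roots alone were chosen only after the results had been seen.

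A difference between genotypes drew attention to 3 families, which moved in opposite directions between shoots and roots. The ratio of shoots to roots in RPTM was 1.98 in Altet-4 and 0.670 in NECS-141 for miR166-3p, 1.43 and 0.588 for miR390-5p, and 4.72 and 0.874 for miR396-3p. The directions were the same with reads that share the first 18 nt and per 10000000 reads of 18 to 26 nt. For miR166-3p, however, they depend on a single listed sequence. Without the one that starts 2 nt upstream, an alternative chosen after the data were seen, the ratio was 2.96 in Altet-4 and 1.20 in NECS-141, so both genotypes were higher in shoots. The difference between the genotypes was itself not tested, because each rests on 1 library per tissue. Counting error is argued against for miR166-3p and miR390-5p, since the 95% intervals of shoots and roots were apart in 4 of 4 comparisons. For miR396-3p they were apart in 1 of 2 comparisons, those of NECS-141 being the exception, so counting error and a change of direction cannot be told apart there.

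Fewer miRNA reads of every family in the root library of Altet-4 cannot be told apart from a difference between the genotypes either. When each family was expressed over the reads of the other listed families, with miR166-3p and the other arm of the same family left out of them, 0 of 3 families kept opposite directions. These ratios were 0.0937 in Altet-4 and 0.0829 in NECS-141 for miR166-3p, 0.0680 and 0.0724 for miR390-5p, and 0.217 and 0.0944 for miR396-3p. With miR166-3p included among the other families, they were 0.254 and 0.263 for miR390-5p and 0.906 and 0.411 for miR396-3p. The test decides nothing, because even with miR166-3p included the other families were 5.61-fold higher in shoots of Altet-4 and 2.23-fold higher in shoots of NECS-141 for miR390-5p, and 5.21-fold and 2.13-fold for miR396-3p, more than the families themselves. A difference between library preparations cannot be told apart from one between genotypes, with 1 library per tissue and genotype. A biological difference between the genotypes stays open and was not tested.

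A signal in data that the paper did not report on was the change of sequences that belong to no listed family. Of 166844 such sequences tested between shoots and roots, 51732 passed the threshold in edgeR, with 31318 higher and 20414 lower in shoots. This balance depends on the fit, since with the genotype as a replicate block 43.6% of all sequences past the threshold were higher in shoots, in place of 60.5%. Of those with a mean of at least 100 RPTM, 515 were higher and 2593 lower in shoots. The largest rises with both shoot libraries above all root libraries were those of a sequence of 18 nt, at least 131-fold higher in shoots, and of a sequence of 21 nt, at least 528-fold higher. The largest falls were those of a sequence of 21 nt, at least 1071-fold lower in shoots, and of a sequence of 26 nt, at least 268-fold lower. Each bound compares the mean of a tissue with the limit that 3 reads set in the other, and some of these means rest largely on 1 library. The levels in shoots of Altet-4 and NECS-141 were 439 and 108.9 RPTM for the first of the rises, and 371 and 1832 RPTM for the second. The levels in roots of Altet-4, NECS-141 and NF08ALF06 were 1863, 524 and 412 RPTM for the first of the falls. Some of these sequences are expected to be fragments of longer RNAs, which were not removed here. A higher share of such fragments in roots may explain part of the falls, since 65.8% of the sequences lower in shoots had lengths other than 21, 22 or 24 nt, against 11.4% of those higher in shoots and 25.4% of those tested. At 24 nt, 88.4% of the sequences past the threshold were higher in shoots, whereas at 18 nt 13.0% were. The presence of NF08ALF06 among the roots and not among the shoots is argued against as the whole cause, since 30254 sequences passed without its roots. Without the roots of Altet-4 or of NECS-141, 0 sequences passed, and 58439 and 68033, respectively, had an unadjusted p under 0.05. A biological difference between shoots and roots stays open and was not tested apart from fragments.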

How the results depend on the processing

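No test was chosen for this part after the results were seen, apart from the alternatives without adapter tags, with a bulged target base of miR396-5p, with a mismatch at position 1 of miR166-3p and without the miR166-3p sequence that starts 2 nt upstream, which were chosen after seeing the data. All other alternatives were set before the data were examined.

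The number of sequences that differed between shoots and roots stayed within 1.5 times 51742 with the library total in place of TMM (50026), with DESeq2 (56923), with the genotype as a block (50303) and with all 8 small RNA libraries in the fit (57766). With at least 30 reads in at least 2 libraries, 21821 of 55876 sequences differed, 11418 of them higher and 10403 lower in shoots. With at least 5 reads, 86538 of 358169 differed, 55073 higher and 31465 lower. This limit sets how many sequences are tested, and any further cause was not tested. With the genotype as a replicate block, 21927 were higher and 28376 lower, so that 43.6% were higher in place of 60.5%, and 39637 of the sequences were shared with the fit without the block. Across the 3 fits that each left out a root library, 0 to 30254 sequences differed, 0 to 15343 of them higher and 0 to 14911 lower. Without the roots of Altet-4 or of NECS-141 the count was 0, with 58439 and 68033 sequences at an unadjusted p under 0.05. With a shoot library left out a single one remained, so those fits give no test and no count.

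Of the listed families, 7 passed the threshold, and 12 did with DESeq2, 13 with the genotype as a replicate block, 12 with at least 30 reads in at least 2 libraries, and 0 to 2 with a root library left out, 2 without NF08ALF06. Of the Table 3 sequences, 3 passed, and 5 did with DESeq2, 5 with the replicate block, 5 with at least 30 reads, 5 with all 8 libraries, and 0 to 3 with a root library left out. Every listed family or Table 3 sequence that was past the threshold stayed past it under the replicate block, which moved 8 others past it, including miR167-5p and miR408-3p. The cause of these changes was not tested.

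The edgeR log2 fold change reversed for 1 listed family and 5 Table 3 sequences in a fit with all 5 libraries. For miR171-3p it was 0.04, and -0.12 with at least 5 reads. For t45832108 it was 0.06, and -0.26 with the replicate block, -0.24 with at least 5 reads and -0.0055 with all 8 libraries. For t57726911 it was -0.03, and 0.20 with the library total, 0.38 with DESeq2, 0.56 with the replicate block and 0.35 with at least 30 reads. For t46402976 it was -0.39, and 0.033 with DESeq2 and 0.031 with at least 30 reads. For t47767430 it was -0.73, and 0.0082 with the replicate block, and for t62313817 it was -0.48, and 0.43 with DESeq2. With a library left out, the range was -0.46 to 0.36 for miR171-3p, -1.35 to 0.082 for miR390-5p, -9.14 to 6.27 for t21108041, -0.29 to 1.62 for t44359413, -4.18 to 1.20 for t45832108, -0.78 to 0.21 for t46402976, -0.20 to 4.03 for t51235783, -0.91 to 1.72 for t52170136, -0.60 to 0.37 for t57726911 and -5.21 to 1.51 for t62313817. The cause was not tested.

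The log2 differences in RPTM of miR160-5p and miR167-5p kept their direction and stayed within their spread under all alternatives. That of miR408-3p (2.63) kept its direction and ranged from 2.07 without the shoots of Altet-4 to 3.19 without those of NECS-141. With reads that share the first 18 nt, the difference reversed for miR171-3p (-0.013) and miR395-3p (1.58). For miR166-3p it was -0.12, and 0.56 without the sequence that starts 2 nt upstream. With a library left out, it ranged from -0.78 to 0.21 for miR166-3p, from -0.21 to 1.08 for miR171-3p, from -0.50 to 2.73 for miR2111 and from -0.95 to 0.71 for miR390-5p. The number of families with both shoot libraries above all root libraries was 22 with identical reads and with the first 18 nt, and 21 per 10000000 reads of 18 to 26 nt. The number of libraries in which miR166-3p ranked first was 7 with identical reads and with the first 18 nt. The share of 21 nt reads was 4.64 percentage points higher in whole plants than in roots, and 0.23 among distinct sequences. The cause was not tested.

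The number of families above 95 of 100 shuffled versions was 3, and it was 1 with at most 1 mismatch, 1 with positions 2 to 10, 2 with distinct tags (miR159-3p and miR395-3p, without miR164-5p and miR393-5p), 4 without tags that hold adapter sequence, and 3 with any genotype left out. The cause was not tested.

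Of all 522 values of edgeR fold changes under the alternatives, 435 were the same, 27 weaker, 29 stronger and 4 moved. The remaining 27 reversed, and these include the reversals given above. Of 197 values of the differences between shoots and roots, 181 were the same, 5 moved and 11 reversed. Of 189 levels, 124 stayed within the spread between genotypes and 65 moved. For Table 3 sequences, 91 of 102 levels stayed within it and 11 moved. Of 219 counts at expected sites, 206 were the same, 8 weaker and 5 stronger. Several levels of miR169-5p, miR395-3p, miR2111 and miR4414-5p rest on fewer than 10 reads, and whether depth limits them was not tested. The level of miR395-3p depends on which sequences are counted. Over the 8 libraries it was 0 to 2.09 RPTM with identical reads, and 5.56 to 55.2 RPTM with the first 18 nt at the same depth. Whether the choice of listed sequences limits the others was not settled. In the degradome, depth is limited to the reads free of adapter sequence, at most 7640730 in a library.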

Differences from the paper's values

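The comparison with Table 2 was planned before the data were examined, and 2 of the settings named here, those of miR166-3p and miR396-5p, were chosen only after the values were seen. Of 248 values compared with Table 2 over 31 families, 42 differed in 11 families, that is, by more than the SD between the genotypes of the tissue and by more than 1.5 times. A further 15 values were more than 1.5 times apart but within that SD, and these are not counted as differences although they do not match the paper. The widest of them were miR172-3p in shoots of Altet-4 (60.7 against the paper's 2) and in roots of Altet-4 (3.48 against the paper's 0), and miR393-5p in shoots, whole plants and roots of Altet-4 (209, 39.1 and 11.1 against the paper's 22, 11 and 4). With reads that share the first 18 nt, 51 differed, and per 10000000 reads of 18 to 26 nt, 58 differed. These 2 settings were the alternatives set before the data were examined. All values are in RPTM. The families used are partly those whose whole plant levels were within 2-fold of the paper's.

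For miR166-3p in roots of NECS-141, the level was 213779 against the paper's 111596, and neither alternative set before the data were examined closed the gap. Without the sequence that starts 2 nt upstream, a setting chosen after seeing the values, the level was 105558. For miR319-3p in roots of NECS-141, it was 3965 against the paper's 6281, and both alternatives closed the gap (5667 with the first 18 nt, 4893 per 10000000 reads of 18 to 26 nt). For miR398-3p in whole plants, it was 2210 in Altet-4 and 1441 in NF08ALF06 against the paper's 3814 and 2272, and both alternatives closed both gaps. For miR4414-5p, it was 2.54 in whole plants of NF08ALF06 and 3.08 in shoots of Altet-4 against the paper's 4 and 5. Per 10000000 reads of 18 to 26 nt both gaps closed (4.03 and 3.98). With the first 18 nt the gap in shoots closed (5.92), whereas in whole plants the level of 6.36 was above the paper's, by more than 1.5 times, and within the SD only because the SD was larger. For miR396-3p in shoots of NECS-141, it was 186 against the paper's 356, and neither alternative closed the gap.

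For miR171-3p, the level in whole plants was 218 in Altet-4, 410.5 in NECS-141 and 471 in NF08ALF06 against the paper's 51, 120 and 232, and in shoots of NECS-141 it was 317 against the paper's 85. Neither alternative closed these gaps. In roots of NF08ALF06, it was 178 against the paper's 316, and per 10000000 reads of 18 to 26 nt it was 244, which closed the gap, whereas the first 18 nt did not. For miR172-3p, it was 30.0 in roots of NECS-141, 19.5 in roots of NF08ALF06 and 190.2 in shoots of NECS-141 against the paper's 1, 1 and 3, and neither alternative closed these gaps. For miR393-5p, it was 96.2 and 130.9 in whole plants of NECS-141 and NF08ALF06, 30.6 and 29.9 in their roots, and 546 in shoots of NECS-141, against the paper's 24, 34, 8, 10 and 45, respectively. Neither alternative closed these gaps.

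For miR169-5p, the level was 0, 3.43 and 0 in whole plants of Altet-4, NECS-141 and NF08ALF06, 0.696, 3.90 and 0.695 in their roots, and 2.84 and 5.23 in shoots of Altet-4 and NECS-141. The paper's values in the same order are 19, 34, 35, 47, 55, 35, 46 and 59, and neither alternative closed these gaps. For miR2111, it was 1.67, 0.859 and 0.636 in whole plants, 2.78, 0.300 and 2.78 in roots, and 16.6 and 0.871 in shoots, in the same order of genotypes, against the paper's 47, 20, 10, 44, 15, 42, 278 and 22, and neither alternative closed these gaps. For miR395-3p, it was 0, 1.72 and 1.91 in whole plants and 2.09, 1.80 and 1.39 in roots against the paper's 3, 8, 7, 12, 13 and 7. The first 18 nt closed the gap in roots of NECS-141 (14.7) and of NF08ALF06 (10.4). In whole plants of NECS-141 the level of 12.0 was above the paper's, by slightly more than 1.5 times, and within the SD only because the SD was larger, and in the other 3 libraries the gap stayed open. The number of reads of 18 to 26 nt closed none of these.

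The most-read tag at the expected site of miR172-3p had 8 reads in Altet-4 and 9 in NECS-141 against the paper's 4 and 1 in Table 5. That tag is an exact match only to a listed sequence with no read in any small RNA library. The paper's values are those of the target with the most reads over the genotypes among several that Table 5 lists for miR172, and since tags were not mapped to transcripts, the 2 need not be the same site. For miR396-5p, it had 1 read in Altet-4, 13 in NECS-141 and 19 in NF08ALF06 against the paper's 47, 201 and 423. None of the alternatives set before the data were examined gives a value for single tags. With 1 extra target base opposite positions 8 and 9 of miR396-5p, a setting chosen after seeing the values, the most-read tag had 47, 194 and 417 reads. For miR172-3p, the second most-read tag (TCAGGATTCTCCATTTCAGC) had 4, 1 and 4 reads in Altet-4, NECS-141 and NF08ALF06, equal to the paper's values for that target in all 3 genotypes, a comparison made after seeing the values, so a difference at the same site is not shown.

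In several places the order or direction differs from that which the paper states in its text. The paper states that miR160 was not sequenced from roots, and miR160-5p had 17.4, 272 and 109.9 RPTM in the roots of Altet-4, NECS-141 and NF08ALF06, roots for which Table 2 lists it too. The paper places miR172 in roots and shoots at extremely low levels, and its mean in shoots was 125 RPTM, against 17.6 RPTM in roots. According to the paper the miRNAs of Table 3 were sequenced from all of the genotypes, whereas 12 of 17 had reads of the more-read arm in all 3. The paper ranks t50582913 above t50063038 before it turns to single tissues, while the mean over the 8 libraries was 287 RPTM for the former and 1351 RPTM for the latter. In roots, Table 2 lists miR166-3p as highest in NF08ALF06, and here it was highest in NECS-141 with identical reads (213779 against 211230 RPTM in NF08ALF06). Both alternatives set before the data were examined put NF08ALF06 first, at 221319 against 218827 RPTM with the first 18 nt, and at 289080 against 263776 per 10000000 reads of 18 to 26 nt. Without the sequence that starts 2 nt upstream, a setting chosen after seeing the values, NF08ALF06 was also highest (123163 RPTM). On the miR168 star, the paper gives whole plants and roots the same ratio to miR168, and here it was 0.357 to 0.624 in whole plants and 0.143 to 0.274 in roots. The paper names shoots of NECS-141 as the library with more star than miR168, and in shoots of Altet-4 the ratio was 1.61 as well.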

Other observations

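The tests of a mix of roots and shoots, of a base difference, of chance matches to adapters and of carried-over Arabidopsis RNA were chosen only after the results had been seen.

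In the genotypes with all tissues, miR166-3p was higher in whole plants than in roots and in shoots. The ratio of whole plants to the higher of roots and shoots was 3.43 in Altet-4 and 2.91 in NECS-141. A mix of both tissues could not exceed the higher of them, so the lowest ratio of 2.91 argues against whole plants being such a mix of the same plants. More reads that are not miRNA in the root and shoot libraries are argued against as well, since over the reads of the other listed families the lowest ratio was still 2.21. The whole plants were grown apart from those used for the tissues, and a difference in growth or in library preparation stays open and was not tested.

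For the 4 Table 3 sequences with no read in NF08ALF06, too few reads are argued against. At the level of NECS-141, the lowest number of reads expected in an NF08ALF06 library was 5.40, for t55621674 in whole plants, and the highest was 1236, for t50582913 in whole plants. A base difference in NF08ALF06 is argued against in so far as 1 base is concerned, since reads with 1 base changed were 0.304% of the reads expected. Loss of the locus, more than 1 base changed or lack of expression in this genotype stay open and were not tested.

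Adapter sequence made up 75.2% to 88.3% of the degradome reads. Chance matches of 10 bases are argued against, since shuffled adapters matched at most 0.0508% of the reads. Within a read, the junction between both adapters was found in 0.0421% to 0.0637% of the reads with adapter sequence. Because the share differs between genotypes, the number of reads at a site is not comparable between them without this share. No biological explanation was tested.

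The 40 reads of miR158a in the shoots of NECS-141 may come from Arabidopsis RNA carried over into the library. The list held other Arabidopsis miRNAs, and these had 2 reads in that library, which is too few to tell carried-over RNA apart from a related small RNA of alfalfa. Levels at or below 11.6 RPTM in that library, and at or below 2.58 RPTM elsewhere, therefore lie within what was found for miRNAs of other organisms.

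At the expected site of miR2118, for which Table 5 lists no target, there were 3 reads in Altet-4, 17 in NECS-141 and 26 in NF08ALF06, above 64 of the 100 shuffled versions. For miR395-3p, there were 24, 27 and 80 reads, above 94 of the 100 shuffled versions, and without tags that hold adapter sequence, a setting chosen after seeing the data, the family was above 97 of them. Without NECS-141 it was above 95 of them. The same 10 bases had 21.3, 49.2 and 69.5 reads further inside the tags, so the site had more reads than these in Altet-4 and NF08ALF06 and fewer in NECS-141.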
